# LncRNA *RUS* shapes the gene expression program towards neurogenesis

**DOI:** 10.26508/lsa.202201504

**Published:** 2022-06-10

**Authors:** Marius F Schneider, Veronika Müller, Stephan A Müller, Stefan F Lichtenthaler, Peter B Becker, Johanna C Scheuermann

## Abstract

The evolution of brain complexity correlates with an increased expression of long, noncoding (lnc) RNAs in neural tissues. Although prominent examples illustrate the potential of lncRNAs to scaffold and target epigenetic regulators to chromatin loci, only few cases have been described to function during brain development. We present a first functional characterization of the lncRNA *LINC01322*, which we term *RUS* for “RNA upstream of Slitrk3.” The *RUS* gene is well conserved in mammals by sequence and synteny next to the neurodevelopmental gene Slitrk3. *RUS* is exclusively expressed in neural cells and its expression increases during neuronal differentiation of mouse embryonic cortical neural stem cells. Depletion of *RUS* locks neuronal precursors in an intermediate state towards neuronal differentiation resulting in arrested cell cycle and increased apoptosis. *RUS* associates with chromatin in the vicinity of genes involved in neurogenesis, most of which change their expression upon *RUS* depletion. The identification of a range of epigenetic regulators as specific *RUS* interactors suggests that the lncRNA may mediate gene activation and repression in a highly context-dependent manner.

## Abstract (precis)

The chromatin-associated lncRNA RUS binds in the vicinity to neural differentiation-associated genes and regulates them in a context-dependent manner to enable proper neuron development.

## Introduction

Most parts of a higher eukaryotic genome are transcribed at times and in certain cells, but only a minority of the resulting RNAs are protein-coding. Whereas many of these noncoding transcripts are immediately degraded, others are processed into small RNAs that form an intricate network regulating gene expression in a co- and post-transcriptional manner. In addition, mammalian genomes encode thousands of stable RNAs longer than 200 nucleotides, often capped and polyadenylated, but without any obvious coding potential (long, noncoding [lnc] RNAs) (Engreitz et al, 2016; Quinn & Chang, 2016; Rutenberg-Schoenberg et al, 2016; Kopp & Mendell, 2018). The functions of most lncRNAs discovered in large-scale sequencing projects remain to be explored. “Guilt-by-association” strategies correlate their presence and expression levels with certain cellular states, including disease conditions. Increasingly, interference strategies reveal critical roles for lncRNAs in cellular fates and states (Lin et al, 2014; Rinn & Chang, 2020; Statello et al, 2021).

Apparently, lncRNAs arise by pervasive transcription of the genome and evolve fast. Conceivably, their structural flexibility makes them an ideal substrate for “constructive neural evolution” and predisposes them for a function in chromatin regulation (Palazzo & Koonin, 2020; Rinn & Chang, 2020). Indeed, more than 60% of annotated lncRNAs in human cells are chromatin-enriched (Rinn & Chang, 2012). In the chromatin context, lncRNAs often combine two functions: scaffolding and targeting. The intrinsic ability of lncRNAs to mediate positional targeting in the genome qualifies them to impose allele-specific epigenetic regulation, such as genome imprinting, X chromosome inactivation or rDNA regulation (Yao et al, 2019; Rinn & Chang, 2020; Statello et al, 2021). Their actions may be locally restricted close to their site of transcription in *cis*, or in *trans* via sequence-specific hybridization with DNA or RNA. Thus, they may guide powerful “epigenetic” regulators (enzymes that modify histones or DNA) to specific loci in chromatin, or participate in nuclear condensates (Engreitz et al, 2016; Rutenberg-Schoenberg et al, 2016; Kopp & Mendell, 2018; Statello et al, 2021). Prominent examples of lncRNAs recruiting regulators that define epigenetic chromatin states, include *XIST*, *HOTAIR*, and *ANRIL* that bind polycomb complexes (PRC) to silence chromosomal regions, whereas others such as HOTTIP or certain enhancer RNAs are known to recruit activating histone acetyltransferase or methylase complexes (Werner & Ruthenburg, 2015; Quinn & Chang, 2016).

The fraction of lncRNAs that are expressed in a tissue-specific manner exceeds that of cell type-specific protein-coding genes (Djebali et al, 2012). A particular rich compendium of lncRNAs is expressed in the mammalian brain (estimated 40% of known lncRNAs) (Mercer et al, 2010; Briggs et al, 2015; Hezroni et al, 2019), and a strong correlation between the number of expressed lncRNAs and mammalian brain size was reported (Clark & Blackshaw, 2017).

Brain-specific lncRNAs tend to be more evolutionary conserved between orthologues than lncRNAs expressed in other tissues and their genes often reside next to protein-coding genes involved in neuronal development or brain function processes (Ponjavic et al, 2009). Indeed, lncRNAs are drivers of key neurodevelopmental processes such as neuroectodermal lineage commitment, proliferation of neural precursor cells, specification of the precursor cells, and the differentiation of precursor cells into neurons (neurogenesis) or other neural cell types (gliogenesis) (Briggs et al, 2015; Zimmer-Bensch, 2019).

Diverse mechanisms have been documented. For example, lncRNA *TUNA* (*megamind*) is involved in neural differentiation of mouse embryonic stem cells (Lin et al, 2014). The finding that depletion of *TUNA* also compromised ESC proliferation and maintenance of pluripotency illustrates the power of lncRNA to control gene networks in diverse ways, depending on the nature of protein effectors and the timing and context of their lncRNA interactions (Lin et al, 2014). The lncRNA *RMST* promotes neuronal differentiation by recruiting the transcription factor Sox2 to promoters of neurogenic genes (Ng et al, 2013). The lncRNA *Pinky* is expressed in the neural lineage, where it helps to maintain the proliferation of a transit-amplifying cell population, thereby restraining neurogenesis. This regulation takes place at the level of transcript splicing, illustrating the versatility of nuclear lncRNAs (Ramos et al, 2015). Other mechanisms involve the control of miRNA availability and function, as has been shown for the primate-specific lncND during neurodevelopment (Rani et al, 2016).

Only a small fraction of lncRNAs involved in neurodevelopment and brain function has been studied in detail. We here describe a novel lncRNA involved in neurogenesis, which we term *RUS* (for “RNA upstream of Slitrk3”). The *RUS* gene resides at a syntenic position in mouse and human genomes upstream of the Slitrk3 gene, which encodes a transmembrane protein involved in suppressing neurite outgrowth. *RUS* is expressed in neural tissues only and its expression increases during the differentiation of neural stem cells (NSCs) into neurons. *RUS* is a nuclear lncRNA that interacts with chromatin in the vicinity of genes involved in neurogenesis. Depletion of RUS results in massive alterations in the gene expression program of neuronal progenitor cells, trapping them in an intermediate state during differentiation and eventually leading to proliferation arrest. Proteomic identification of *RUS*-interacting proteins suggests multiple mechanisms of *RUS*-mediated epigenetic gene regulation.

## Results

### Identification of the neuronal-specific lncRNA RUS

To identify novel, functionally relevant lncRNAs in the context of neurogenesis, we took advantage of prior work of Ziller et al, who profiled transcription during differentiation of human embryonic stem cells along the neural lineage (Ziller et al, 2015). Their data include transcriptome profiles of hESC-derived neural progenitors: neuroepithelial cells (NE), early, mid and late radial glia cells (ERG, MRG, and LRG, respectively) and their in vitro differentiated counterparts (Ziller et al, 2015). We evaluated 553 candidate lncRNA transcripts according to the following criteria. They should (1) only be expressed in neural tissues, (2) be dynamically regulated during the differentiation of neural precursor cells, and (3) be conserved between mouse and humans (Fig 1A). Of these, 10 transcripts decrease and 29 increase during the differentiation of the four cell types (Fig 1B). Among them, we identified *LINC01322* as an interesting candidate, as it was absent in NE, ERG, and MRG but expressed in all differentiated cell types. Intriguingly, *LINC01322* was also expressed in undifferentiated LRG.

**Figure 1.**
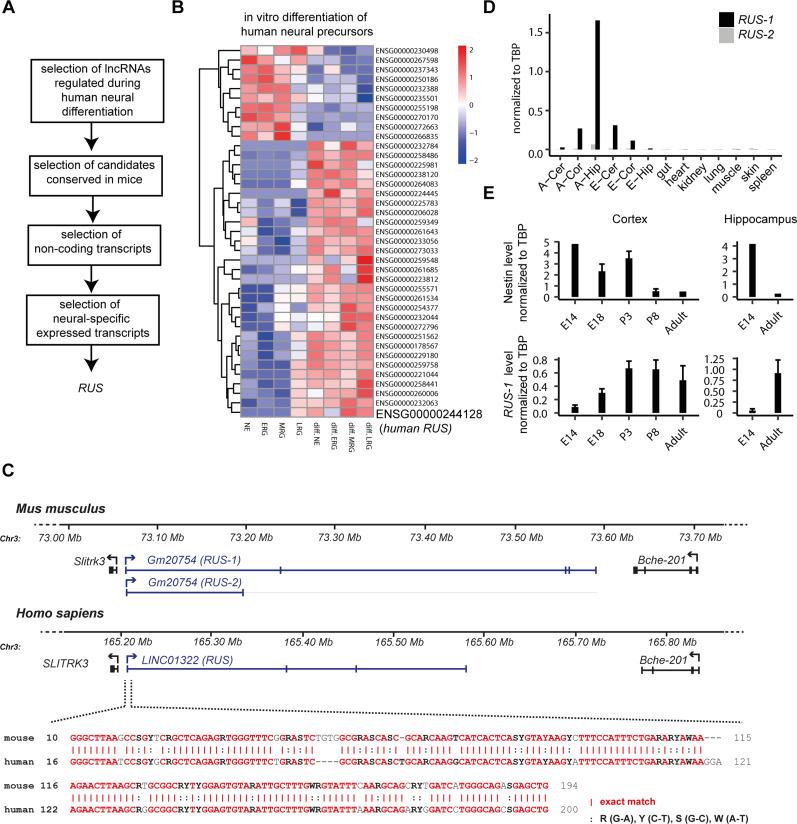
RUS is a novel, conserved lncRNA involved in neurogenesis. **(A)** Workflow illustrating the criteria to identify candidate lncRNAs expressed in human ESC-derived NE, ERG, MRG, and LRG before and after differentiation in the data of (Ziller et al, 2015). This led to the selection of the conserved lncRNA *RUS* as subject of this study performed in mouse cells. **(B)** Heat map of significantly changed lncRNAs expressed in human ESC-derived NE, ERG, MRG, and LRG before and after differentiation (two-sided *t* test). Data of Ziller et al (2015) were analyzed. **(C)** Conservation of the *RUS* gene between mouse and human genomes by synteny (top) and by sequence of exon 1 (bottom). Note that the RUS gene resides just upstream of the *Slitrk3* gene in either case. For mice, two *RUS* isoforms are indicated. **(C, D)** Expression of murine *RUS-1* and *RUS-2* isoforms (see panel C) in different embryonic (E-) and adult (A-) tissues: cortex (Cor), cerebellum (Cer), hippocampus (Hip), gut, heart, kidney, liver, lung, muscle, skin, spleen, analyzed by RT-qPCR. **(E)** Expression of *Nestin* and *RUS* isoform 1 in murine cortex and hippocampus at different developmental stages: embryonic day (E) 14 (n = 1 for *Nestin*, n = 2 for *RUS*), E18 (n = 5), postnatal day (P) 3 (n = 2), P8 (n = 4), and in the adult mouse (n = 1 for *Nestin*, n = 2 for *RUS*). Error bars show the standard error of the mean. The values were normalized to expression constitutive *TBP* mRNA (arbitrary units, in D and E).

LncRNA genes relevant to neurogenesis are often located next to neurodevelopmental protein-coding genes (Ponjavic et al, 2009). In line with this observation, the gene for *LINC01322* localizes upstream of the gene encoding the transmembrane protein Slitrk3, which regulates neurite outgrowth (Aruga et al, 2003) (Fig 1C). In the following, we refer to *LINC01322* as *RUS* (*RNA upstream to Slitrk3*). The location of the *RUS* gene is well conserved by synteny in mice and humans between the *Slitrk3* and *Bche-201* genes (Fig 1C).

The murine *RUS* transcript, *Gm20754*, has two annotated isoforms. Two and five exons are annotated for isoforms 1 and 2, respectively. Both isoforms share the 232 bp exon 1, which is 75% similar to the orthologous counterpart in humans (Fig 1C). The sequence of *mRUS* exon 2 (114 bp) is conserved to 92%, but not part of the predominant human transcript. In silico ORF predictions revealed that the largest ORF encodes a theoretical polypeptide of 80 amino acids (aa). Although the corresponding peptides are not listed in the comprehensive peptide repository (http://www.peptideatlas.org), we cannot exclude a functional role for a hypothetical polypeptide encoded by this small ORF. Likewise, we cannot exclude that *RUS* is processed to miRNAs (https://www.mirbase.org/) contributing to its functionality.

Quantitative RT-PCR (RT-qPCR) analysis of the two isoforms in different mouse adult and embryonic tissues revealed that *RUS* annotated isoform 1 is the dominant form (Fig 1D). *RUS* expression is restricted to neural tissues, with highest expression in the adult hippocampus. We further explored the spatio-temporal expression of *RUS* isoform 1 in the developing mouse brain. RT-qPCR analyses of *RUS-1* transcripts in cortex and hippocampus of different developmental stages (embryonic days E14 and E18, postnatal days P3 and P8, as well as adult animals) showed that *RUS-1* expression increased during cortical development and peaked on P3 when nestin, a marker for neural precursor cells dropped. A reciprocal expression pattern was observed in the hippocampus. Continuing with isoform 1, we performed 3′-RACE experiments to obtain the annotated 3′ end (Fig S1A). However, amplification of *RUS* with primers targeting the annotated 5′ and 3′ ends yielded two PCR bands of 1.3 and 0.9 kbp. Sequencing the more abundant 0.9-kbp PCR band revealed that it lacked exon 4 (Fig S1B).

**Figure S1.**
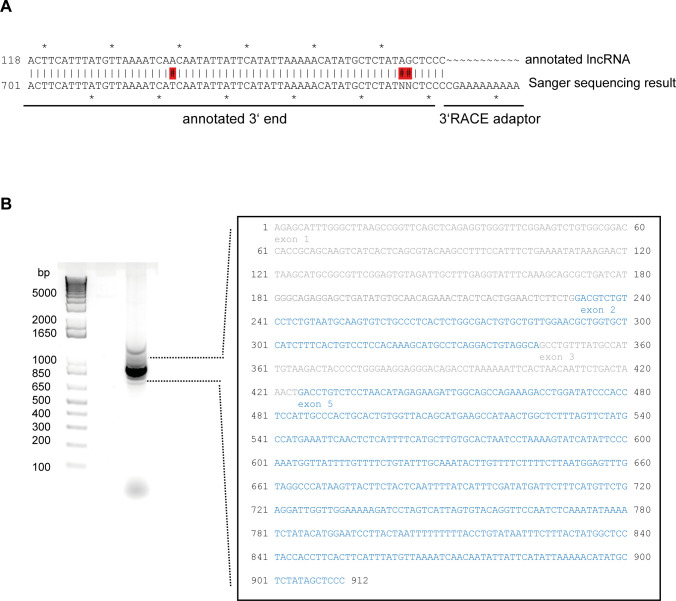
Molecular characterization of RUS. **(A)** Sequence of the *RUS* 3′ end determined by 3′ RACE. **(B)** Left: RT-PCR amplification of *RUS* using primers annealing to 5′ and 3′ ends, revealing the dominant isoform *RUS-1*. Right panel: Sequence of *RUS-1* (912 nt). Note that the annotated exon 4 is missing.

### RUS depletion leads to reduced neuronal differentiation, proliferation arrest, and increased apoptosis

To monitor the expression of *RUS* during murine neurogenesis, we differentiated embryonic cortical neural stem cells (NSCs) into immature neurons in vitro (Kilpatrick & Bartlett, 1993; Azari et al, 2011; Mukhtar et al, 2020). Differentiating NSCs were maintained proliferative by mitogen (bFGF) for the first 4 d. On day 5, bFGF was withdrawn to induce neurogenesis (Fig S2A). During a time course of 9 d, the expected changes in molecular marker expression were detected via immunostaining and RT-qPCR analyses. The high expression of the NSC marker *Nestin* decreased, with a concomitant increase in RGC markers *Gfap*, *Glast*, and *GluL* (Figs 2A and S2A and B), as observed elsewhere (Imura et al, 2003; Mamber et al, 2012). Upon bFGF withdrawal, the culture acquired neuronal features with high expression of the neuronal markers Map2, Dcx, β-tubulin III, and Mapt (Figs 2A and S2A and B). The expression level of *RUS* continually increased along with the neuronal markers, reaching robust expression on day 5 of the differentiation process (Figs 2A and S2B).

**Figure S2.**
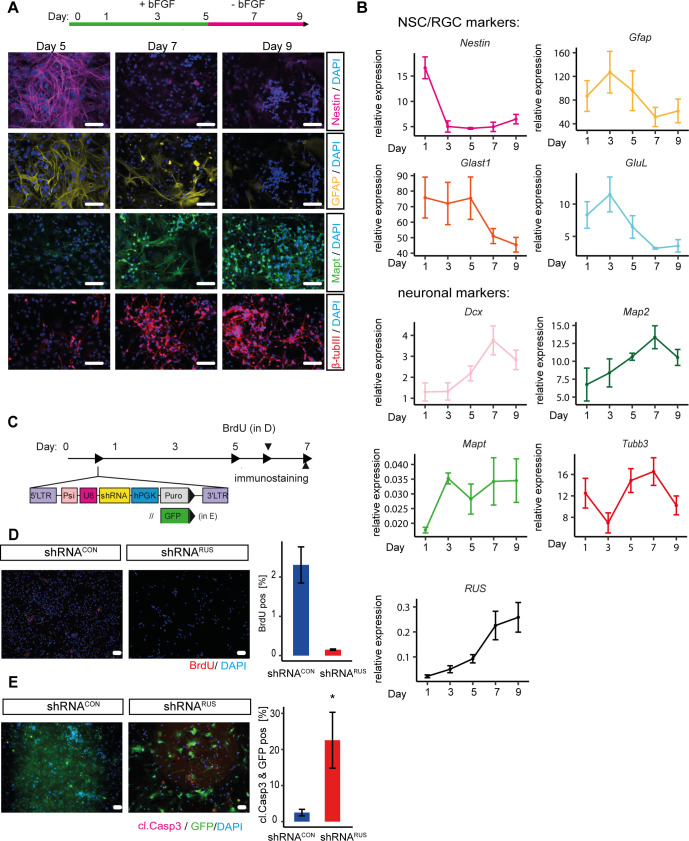
Cell loss upon *RUS* depletion through reduced cell proliferation and increased apoptosis. **(A)** Immunostaining of differentiating embryonic cortical neural stem cell (NSC) for the NSC marker Nestin (magenta, top row), the RGC marker Gfap (yellow, second row), and for the neuronal markers Mapt (green, third row) and β-tubulin III (red, bottom row) on the indicated days. Cell nuclei stained with 4′,6-diamidine-2-phenylindol (DAPI), bar = 25 μm. **(B)** RT-qPCR analysis of mRNA encoding *Dcx* (double cortin), *Gfap* (glial fibrillary acidic protein), the glutamate transporter *Glast*, glutamate-ammonia ligase (*GluL*), *Map2* (microtubule-associated protein 2), *Mapt* (microtubule-associated protein tau), *Nestin* and β-tubulin III (*Tubb3*) during differentiation of embryonic cortical NSC. Values are relative to the constitutively expressed TATA-binding protein (*TBP*) mRNA values in the same preparations, which were also used for normalization. Error bars: stan dard error of the mean of three independent experiments. **(C)** Experimental strategy to deplete *RUS* in differentiating NSC using lentiviral shRNAs. LTR, long terminal repeat; psi, packing signal; U6, U6-promoter; hPKG, human phosphoglycerate kinase promoter; Puro, puromycin resistance gene; GFP, Green fluorescent protein. **(D)** Quantification of BrdU immunostaining as a measure of replication. BrdU was added to differentiating NSC cultures on day 6 and its incorporation measured by immunostaining in control (shRNA^*CON*^) and knockdown (shRNA^*RUS*^) cells using specific antibodies (red). Nuclei were stained with DAPI. Scale bar = 25 μm. Images were quantified with ImageJ (right panel). Error bars show the SD of three independent experiments (*P < 0.05, **P < 0.01, ***P < 0.005). **(E)** Quantification of cleaved caspase-3 immunostaining as a measure of apoptosis. Cleaved Caspase-3 was detected in GFP-expressing control (shRNA^*CON*^) and knockdown (shRNA^*RUS*^) cells using specific antibodies (magenta). Nuclei were stained with DAPI. Scale bar = 25 μm. The staining was quantified with ImageJ (right panel). Error bars show the SD of three independent experiments (*P < 0.05, **P < 0.01, ***P < 0.005).

**Figure 2.**
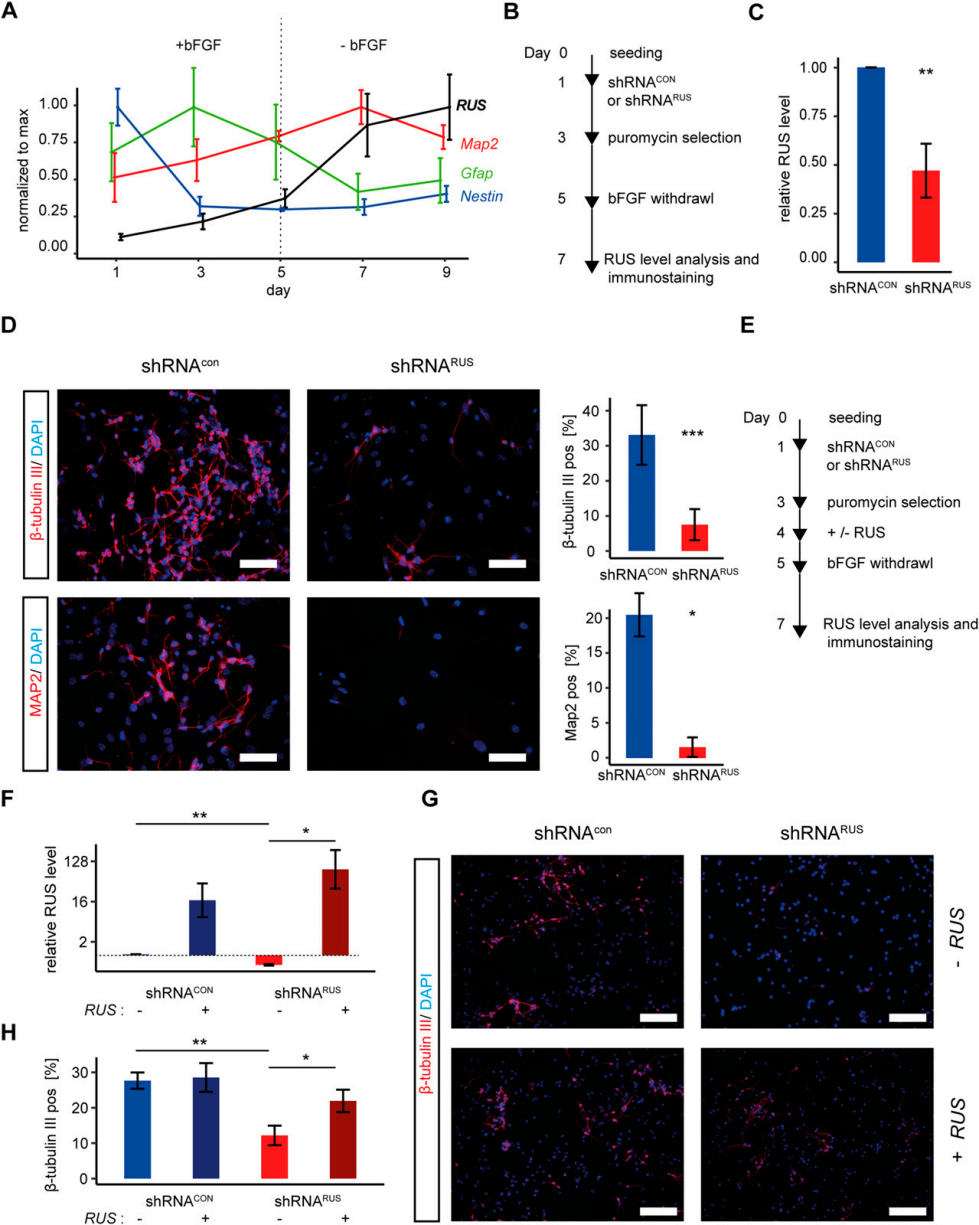
*RUS* is involved in neuronal differentiation of murine embryonic cortical neural stem cells (NSCs). **(A)** RT-qPCR analysis of expression of *RUS*, *Map2*, *Gfap*, and *Nestin* transcripts as indicated, during a 9-d time course of murine embryonic cortical NSC differentiation. Values were normalized to the maximal expression of each RNA during the time course. Error bars show the standard error of the mean of three independent experiments. bFGF: basic Fibroblast growth factor. **(B)** Experimental strategy to deplete *RUS* in differentiating NSC by expressing shRNAs upon lentiviral transduction. **(C)** *RUS* levels determined by RT-qPCR in *RUS* knockdown cells (red, expressing shRNA^*RUS*^) compared with control cells (blue, expressing a scrambled shRNA^*CON*^). Error bars show the SD of the mean of four individual experiments. **(D)** Immunofluorescence visualization (left) of β-tubulin III (upper panel) and Map2 (lower panel) in control (shRNA^*CON*^) and knockdown (shRNA^*RUS*^) cells using specific antibodies (magenta). Nuclei were stained with DAPI (4′,6-diamidin-2-phenylindol, blue). Scale bar = 25 μm. Quantification of percentage of immune-positive cells by ImageJ (right). The bar diagrams show the percentage of positive cells. Error bars show the SD of four independent experiments. **(E)** Experimental strategy to rescue the *RUS*-depletion phenotype in differentiating NSC by lentiviral overexpression of *RUS*. **(F)** *RUS* levels were determined by RT-qPCR in control (shRNA^*CON*^) and knockdown (shRNA^*RUS*^) cells. Where indicated (+), *RUS* was overexpressed from a CMV promoter. Error bars show the SD of four independent experiments. The dashed line highlights the level of *RUS* in (shRNA^*RUS*^) cells. **(G)** β-tubulin III immunostaining in control (shRNA^*CON*^) and knockdown (shRNA^*RUS*^) cells as a function of *RUS* overexpression. Nuclei are stained with DAPI. Scale bar = 50 μm. **(G, H)** Quantification of β-tubulin-III immunostaining of cultures as in (G). Error bars show the SD of four independent experiments (*P < 0.05, **P < 0.01, ***P < 0.005).

To explore a potential involvement of *RUS* during neuronal differentiation, we depleted *RUS* by RNA interference, expressing a *RUS*-targeting shRNA (shRNA^*RUS*^) upon lentiviral transduction into differentiating NSCs (Fig 2B and Table S2, [Moffat et al, 2006]). *The shRNA*^*RUS*^ was selected to have no predicted off-targets, whereas significantly reducing RUS levels. Upon expression of shRNA^*RUS*^, *RUS* levels were typically reduced by ∼50% compared with control cells expressing a scrambled control shRNA^*CON*^ (Fig 2C). Remarkably, upon *RUS* depletion, the number of cells expressing the neuron-specific β-tubulin III or the dendritic marker Map2 were reduced to 37% and 8%, respectively (Fig 2D).

The specificity of the knockdown was assessed by a rescue experiment. *RUS*-depleted and control cells were transduced with lentiviruses expressing *RUS* isoform 1 driven by the strong CMV promoter (Fig 2E). RT-qPCR revealed that *RUS* was increased roughly 20-fold compared with endogenous, wild-type levels (Fig 2F). Immunostaining of the cells for β-tubulin III served as a proxy for neurogenesis (Fig 2G). *RUS* expression in cultures that had been depleted of endogenous RUS largely restored the number of β-tubulin III-positive cells but did not further increase this value in the presence of endogenous *RUS* (Fig 2H).

*RUS* depletion led to reduced cell numbers in culture, which may be a consequence of reduced cell proliferation or increased apoptosis. Our subsequent analysis suggested that both processes contribute to cell loss. To explore proliferation effects, we supplemented differentiating NSC cultures with BrdU and monitored its incorporation by immunostaining as a measure of replication (Fig S2C and D). *RUS* depletion reduced the number of BrdU-positive, proliferating cells by 93.7% (Fig S2D). We also probed for apoptosis. We replaced the puromycin resistance gene in the shRNA vector by a GFP gene to visualize knockdown cells while avoiding cell death because of puromycin selection (Fig S2C). Immunostaining for cleaved caspase 3 in GFP-positive cells revealed a ninefold increase in apoptosis in shRNA^*RUS*^-expressing cells compared with a very low level in control cultures (Fig S2E). We conclude that the depletion of RUS in differentiating NSCs inhibits cell proliferation and induces apoptosis.

### Depletion of RUS locks neural progenitor cells in their differentiation stage

For an in-depth characterization of the shRNA^*RUS*^ knockdown phenotype in differentiating NSC we monitored transcriptional changes by RNA-seq analysis. We established the transcriptome at days 5 and 7 after seeding, when endogenous RUS expression is drastically increased, in cells either treated with shRNA^*RUS*^ or shRNA^*CON*^ (Fig S3A and Table S3). 

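For the knockdown experiment, RNA-seq libraries were made from NSC of cortices of mouse embryos at E15 to E16, which had been transduced with a lentivirus that expresses a scrambled shRNA (shRNA CON) or the shRNA against *RUS* (shRNA RUS). There were 4 libraries for each shRNA on day 5 and 4 on day 7, 16 libraries in all. The paper gives 20 ng/ml bFGF and 0.25x GlutaMAX for the cultures, and the sample labels give 40 ng/ml and 1x. The labels number the replicates 1 to 4 and give no batch or date. The authors enriched polyA RNA, aligned the reads with STAR, quantified them with RSEM and deposited TPM (transcript abundances scaled to a sum of 1000000) per library. TPM is scaled within each library and not between libraries, and keeps no record of the number of reads, so the depth of each library is unknown. The deposited tables name genes by symbol, and positions were taken from the GENCODE vM21 annotation of the same genome build, GRCm38, by matching symbols. Between 25615 and 29126 genes had a TPM above 0 in a library. Each TPM was divided by a library factor, the median ratio to the geometric mean over the libraries of that day, from genes with at least 1 TPM in all of them; the result is called scaled TPM. The factors ranged from 0.919 to 1.11 on day 5 (13993 genes) and from 0.990 to 1.01 on day 7 (14814 genes). Genes with a mean of at least 0.1 TPM on a day, 22581 on day 5 and 24606 on day 7, were tested with limma on log2(scaled TPM + 0.1), 4 libraries against 4, with its trend option, and were called at a Benjamini-Hochberg adjusted p under 0.05 (two-sided). Log2 fold changes are shRNA RUS over shRNA CON, SE is limma's standard error, and scaled TPM are given as mean ± SD of 4 libraries. The median log2 fold change of all genes on day 5 was −0.061 after this scaling and −0.205 with TPM as deposited, so log2 fold changes of day 5 from TPM as deposited are to be read against the latter value. With 4 libraries against 4, the smallest p that an exact permutation test allows is 0.0286. A further property is given for genes where it applies, the number of sites in the 3′ UTR, where a site is the word CTGGAT or a longer word that contains it and matches CCTGGATA. The 297 genes whose 3′ UTR holds CCTGGATA had a median log2 fold change of −0.36 on day 5 and −0.20 on day 7 relative to the 8222 genes without a site. This word was chosen after the values were seen.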

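*RUS* is listed in the RNA-seq tables under its mouse symbol *Gm20754*, a lincRNA gene on chromosome 3 from 73066316 to 73594830 on the plus strand. Its span holds 5 other annotated genes, among them the lincRNA *Gm38353* on the same strand, so that reads may have been split between them. On day 5, the libraries with shRNA CON had 0.24, 0.11, 0.18 and 0.16 TPM of *Gm20754*, and those with shRNA RUS had 0.050, 0, 0.12 and 0.32 TPM. The means were 0.173 ± 0.0538 TPM (SD, n = 4) and 0.123 ± 0.141 TPM (SD, n = 4), which is 71.0% of the control (exact permutation test, two-sided, p = 0.543). With 1 library of the day left out, the share ranged from 32.9% without replicate 4 of shRNA RUS (exact p = 0.0857, of 35 arrangements) to 94.7% without replicate 2 of shRNA RUS (exact p = 0.9429). On day 7, the libraries with shRNA CON had 0.70, 0.72, 0.26 and 0.54 TPM and those with shRNA RUS had 0.54, 0.38, 0 and 0.040 TPM, with means of 0.555 ± 0.213 and 0.240 ± 0.263 TPM (SD, n = 4), or 43.2% of the control (exact p = 0.143). The log2 fold changes were −0.40 (SE 0.44, limma adjusted p = 0.519) on day 5 and −1.28 (SE 0.61, limma adjusted p = 0.114) on day 7. Their size is uncertain. Under other settings, among them other values added before the log2, they ranged from −1.19 to −0.054 and from −2.37 to −0.34. The authors' deposited table gives −1.175 on day 5 and −1.065 on day 7. With 1 library left out, the share on day 7 ranged from 25.2% without replicate 1 of shRNA RUS (exact p = 0.0857) to 57.7% without replicate 3 of shRNA RUS (exact p = 0.2857). In the limma fit without replicate 1 of shRNA RUS, the log2 fold change was −1.73 (limma adjusted p = 0.0359). In the authors' deposited table, the base mean of *Gm20754* (DESeq2's mean of normalized counts over the 8 libraries) was 3.86 on day 5 and 8.57 on day 7, so few reads stand behind these values. From day 5 to day 7, *Gm20754* changed in shRNA CON by 1.1 on the log2 scale (limma adjusted p = 0.114). Every library with shRNA CON on day 7 lay above every one on day 5, and 1 alternative called the change (limma adjusted p = 0.036). *RUS* levels by RT-qPCR were not analysed here.

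**Figure D1:**
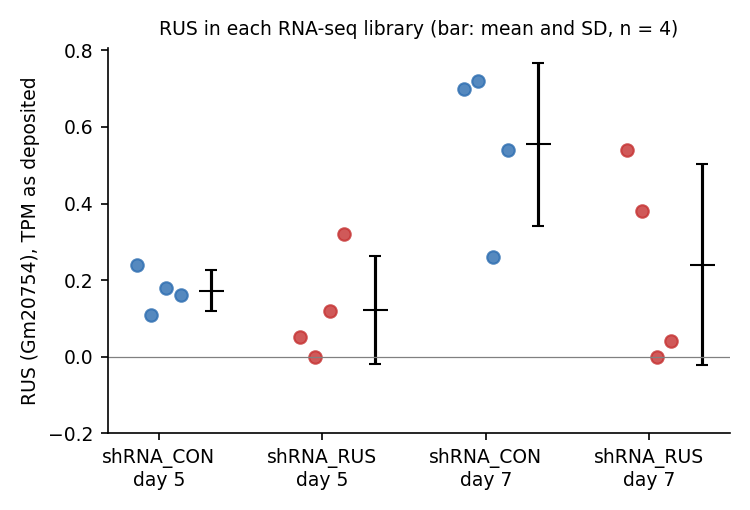
TPM of *Gm20754* as deposited (y axis) in each of the 16 libraries, by shRNA and day (x axis); the bars give mean and SD of 4. On day 7, 2 of the 4 libraries with shRNA RUS sit at 0 and 0.040 TPM and the others at 0.38 and 0.54 TPM, within the range of 0.26 to 0.72 TPM in shRNA CON.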

RNA interference by shRNA^*RUS*^ reduced *RUS* levels to roughly 50%, as before (Fig S3B). Despite this incomplete depletion, the principal component analysis of four replicates clearly separated shRNA^*CON*^ and shRNA^*RUS*^ transcriptome profiles at both time points (Fig S3C).

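In a principal component analysis of log2(scaled TPM + 0.1) for each day, with genes centred and not scaled to unit variance, the first component carried 28.6% of the variance on day 5 and 35.5% on day 7. On day 5, the libraries with shRNA CON lay between −53.6 and −26.2 on this component and those with shRNA RUS between 15.9 and 56.3 (exact permutation test, two-sided, p = 0.0286, n = 4). The library nearest to the controls was replicate 4 of shRNA RUS at 15.9; the other 3 lay at 40.5 or above. On day 7, shRNA CON lay between −53.9 and −52.7 and shRNA RUS between 47.4 and 67.4 (exact p = 0.0286, n = 4). The second component, with 14.4% and 12.4% of the variance, did not separate the groups (exact p = 0.486 on day 5 and p = 0.8286 on day 7, n = 4).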

**Figure S3.**
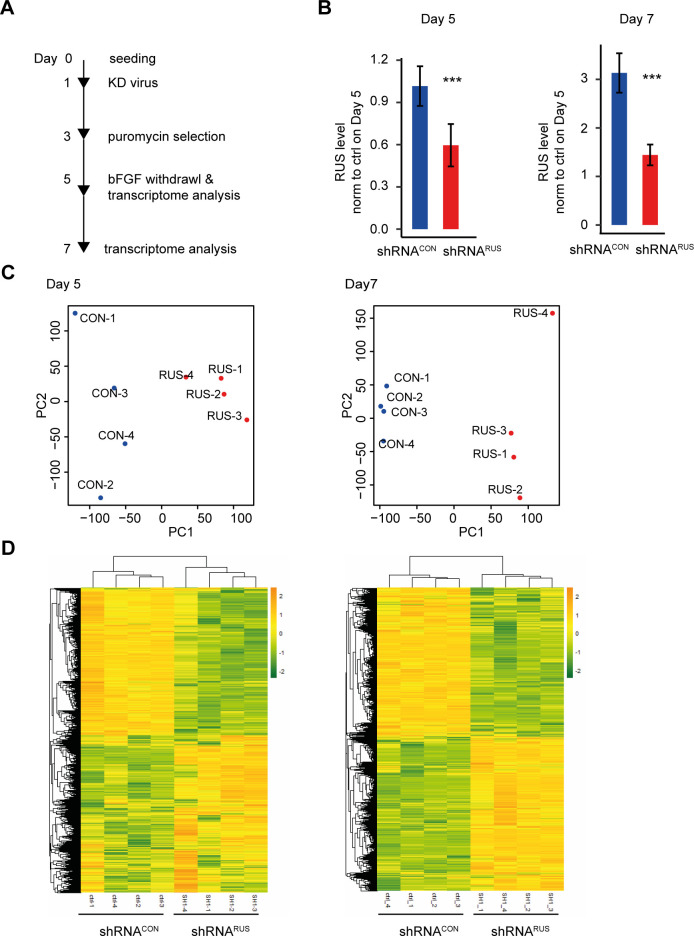
Transcriptome changes upon depletion of RUS. **(A)** Experimental strategy and timeline for transcriptome analysis. **(B)** *RUS* levels determined by RT-qPCR in *RUS* knockdown cells (red, expressing shRNA^*RUS*^) compared with control cells (blue, expressing a scrambled shRNA^*CON*^). Error bars show the SD of the mean of four experiments. **(C)** Principle Component Analysis comparing RNA-seq profiles of cells treated with shRNA^*CON*^ (*CON*) or shRNA^*RUS*^ (*RUS*) on day 5 (left) or day 7 (right). The four replicates are labeled 1–4. **(D)** Heat map displaying the relative expression of genes with significant deregulation (FDR < 0.05) on days 5 (left) and 7 (right), hierarchically clustered using the Euclidean distance.

Next, we determined differentially expressed genes (Fig S3D and Table S3) and analyzed enriched gene ontology (GO) classifications (Mi et al, 2013) among the up- and down-regulated genes, separately for the two time points. 

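Of the genes within 1000000 bp of *Gm20754*, 17 in the annotation, 2 were expressed highly enough to be tested on day 5 and 3 on day 7. *Slitrk3*, on the minus strand of chromosome 3 from 73047265 to 73057803, ends 8513 bp from the start of *Gm20754*. It had 3.68 ± 0.551 in shRNA CON and 2.77 ± 0.143 in shRNA RUS on day 5 (scaled TPM), a log2 fold change of −0.39 (SE 0.12, limma adjusted p = 0.0299). On day 7 it had 7.21 ± 1.22 in shRNA CON and 8.07 ± 0.833 in shRNA RUS, a log2 fold change of 0.17 (SE 0.12, limma adjusted p = 0.290). The difference between the days was tested and came to 0.55 (SE 0.17, limma adjusted p = 0.0275); this call was lost in 7 of 25 alternatives (limma adjusted p of up to 0.0605). The call on day 5 was lost when any 1 of replicates 1, 2 and 3 of shRNA CON or 2 and 3 of shRNA RUS was left out, and under quantile normalization (−0.22, limma adjusted p = 0.178). The 3′ UTR of *Slitrk3* holds 1 site. *Bche* lies 40978 bp beyond the other end of *Gm20754*, on chromosome 3 from 73635808 to 73708415. Its log2 fold change was 0.67 (SE 0.15, limma adjusted p = 0.00782) on day 5 and 1.66 (SE 0.10, limma adjusted p = 1.59e-06) on day 7. *Gm37056*, a gene of the class TEC next to *Slitrk3*, was tested on day 7 only, with a log2 fold change of 0.15 (limma adjusted p = 0.67).

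**Figure D2:**
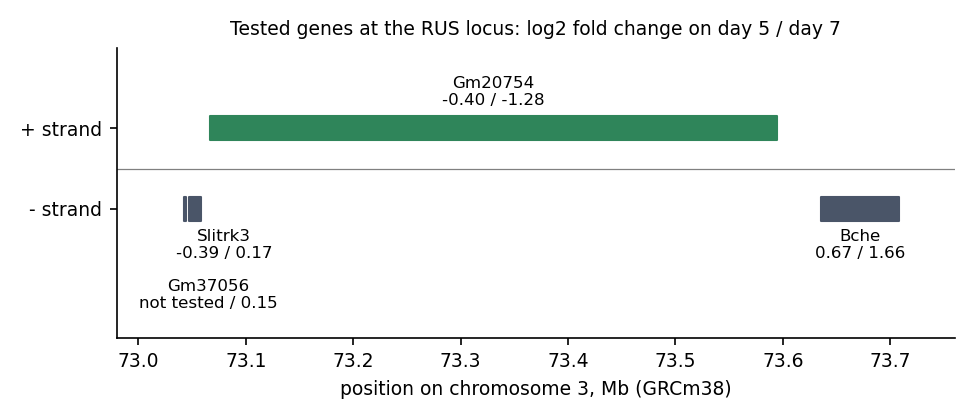
Positions on chromosome 3 in Mb (x axis, GRCm38) of the genes tested at the *RUS* locus, drawn by strand (y axis), each with its log2 fold change on day 5 and day 7. *Slitrk3* has −0.39 and 0.17, *Gm20754* −0.40 and −1.28, and *Bche* 0.67 and 1.66.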

Consistent with findings that many lncRNAs regulate the expression of genes in the vicinity of their sites of transcription, the expression of the Slitrk3 was significantly reduced after RUS depletion (Table S3). In addition, the depletion of *RUS* massively affected the transcriptome, arguing that *RUS* also acts *in trans*. 

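On day 5, all 4 libraries with shRNA RUS lay above or all below the 4 libraries with shRNA CON for 7412 of the genes tested (32.8%), and on day 7 for 11565 (47%); chance gives 2.86%. The genes called had a median size of the log2 fold change of 0.49 on day 5 and 0.55 on day 7. Among them, 2799 on day 5 and 5635 on day 7 changed at least 1.5-fold, and 747 and 2336 at least 2-fold. From changes of this number beyond the neighborhood of its gene, the paper reasons that *RUS* acts in trans as well as on nearby genes.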

On day 5, 4,978 genes (24%) were transcribed at elevated levels under reduced *RUS* levels and 4,586 genes (22%) were repressed (Fig S3D). 

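In the limma test, 3349 of the 22581 genes tested on day 5 were called higher in shRNA RUS (14.8%) and 4034 were called lower (17.9%). The scaling moved this split most: with TPM as deposited, 1768 genes were called higher and 6037 lower, so that 22.7% of the calls were higher, against 45.4% after scaling. Over the 15286 genes with a mean of at least 1 TPM, 3425 were called higher and 3694 lower. In the fits that each left out 1 library, the counts were between 2629 and 2993 higher and between 3107 and 3485 lower, apart from the fit without replicate 4 of shRNA RUS with 3929 higher and 4593 lower. The authors' deposited table for day 5 holds 4520 genes with a positive and 3993 with a negative log2 fold change at an adjusted p under 0.05, out of 19879 with an adjusted p. Of the limma calls, 87.0% were called in the same direction in the authors' deposited table and 2 in the opposite direction. The largest changes were taken among called genes with a mean of at least 1 TPM and no overlap between the groups. The largest increase was that of *Serpinb1a*, on chromosome 13 from 32842092 to 32851185, with 4.25 ± 0.383 in shRNA CON and 22.6 ± 2.82 in shRNA RUS (scaled TPM), a log2 fold change of 2.38 (SE 0.11, limma adjusted p = 7.44e-06); its 3′ UTR holds 1 site. *Sphk1*, *Gm14664*, *Gm16196* and *Aspg* followed, with log2 fold changes from 1.78 to 2.19. *Gm17122* had the largest decrease (−4.02), but is listed at 0 in 3 of the libraries with shRNA RUS and overlaps *Coro1c* on the opposite strand, so its value is uncertain. It was followed by *St14* at −2.17 (limma adjusted p = 4.54e-05), which holds CCTGGATA in its 3′ UTR, *Gm45847* at −2.00, *Nppc* at −1.93 and *C1ql3* at −1.85, with 2 sites.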

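Of the 24606 genes tested on day 7, 5766 were called higher in shRNA RUS (23.4%) and 6342 lower (25.8%). In the fits that each left out 1 library, between 5275 and 5608 genes were called higher and between 5810 and 6098 lower. The authors' deposited table for day 7 holds 6264 genes with a positive and 6043 with a negative log2 fold change at an adjusted p under 0.05, out of 25932 with an adjusted p. It shares 87.7% of the limma calls in direction, and has 17 in the opposite direction. The largest increases were those of *1810028F09Rik* (4.98 (limma adjusted p = 1.22e-07)) and *Rnase1* (4.88 (limma adjusted p = 2.09e-08)), which lie next to each other on the minus strand of chromosome 14, from 51142870 to 51144117 and from 51144998 to 51146785. *Gm28872*, *Gm14822* and *Gm3442* followed, with log2 fold changes between 4.08 and 4.33; *Gm28872*, which overlaps *Rnu11*, and *Gm14822* were each above 0 in only 1 of the libraries with shRNA CON, so their values are uncertain. *Gm25600* is listed at 0 in all 4 libraries with shRNA RUS, so no fold is given for it; it lies within *Zmym6*. The next largest decreases were those of *Npvf* (−3.87 (limma adjusted p = 4.60e-08)), *Ccn5* (−3.58 (limma adjusted p = 2.65e-08)), with 1 site, *Gm3417* (−3.29) and *9630013A20Rik* (−3.14), which overlaps *Pcdh17*. The sizes for *Gm3417* and *9630013A20Rik* are uncertain. Under other settings they ranged from −5.0 to −1.4 and from −4.2 to −1.5. With shRNA RUS, *9630013A20Rik* was at 1.5 TPM in replicate 1 and between 0 and 0.2 TPM in the others.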

The expression changes were even more profound on day 7, when 6,623 genes (30%) and 6,456 genes (29%) were up- or down-regulated, respectively.

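Changes of gene groups were tested with camera, limma's competitive test of a list against all other genes, with an inter-gene correlation of 0.01, over 18 lists of genes written by hand. No GO annotation was used here. Of the 29 pro-apoptotic genes tested on day 5, 12 were called higher and 6 lower, and the median log2 fold change of the list was 0.27 above that of all genes (camera adjusted p = 0.0359). The list lost its call in 5 alternatives. Quantile normalization (0.19) moved it most. The call was also lost with TPM as deposited, and over genes with a mean of at least 1 TPM. It was lost as well with the correlation between genes estimated from the data (camera adjusted p = 0.13). The last was the fit without replicate 1 of shRNA CON (camera adjusted p = 0.0639). On day 7, 14 of the pro-apoptotic genes were called higher and 8 lower, with a median of 0.18 above all genes (camera adjusted p = 0.106). For p53 targets, the median was 0.12 above all genes on day 5 (camera adjusted p = 0.701) and 0.16 on day 7 (0.166), and for genes of the integrated stress response 0.088 (0.486) and 0.14 (0.967). Among the genes that Fig 3B shows for cell death, which the paper chose on these libraries, all 5 of the day 5 panel were called higher on both days, and of the 7 of the day 7 panel 6 were called higher on day 5 and 7 on day 7. *Bak1*, on chromosome 17 from 27019810 to 27029009, had 29.5 ± 0.914 in shRNA CON and 51.9 ± 2.60 in shRNA RUS on day 5 (scaled TPM), a log2 fold change of 0.81 (SE 0.054, limma adjusted p = 1.90e-05), and 37.8 ± 2.56 in shRNA CON and 53.3 ± 1.74 in shRNA RUS on day 7, a log2 fold change of 0.50 (SE 0.054, limma adjusted p = 4.77e-05). *Foxo3*, on chromosome 10 from 42181841 to 42276755, had 31.2 ± 0.540 in shRNA CON and 43.6 ± 3.31 in shRNA RUS on day 5, a log2 fold change of 0.48 (SE 0.062, limma adjusted p = 4.77e-04), and 34.2 ± 1.26 in shRNA CON and 81.2 ± 5.29 in shRNA RUS on day 7, a log2 fold change of 1.24 (SE 0.052, limma adjusted p = 2.14e-07).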

In agreement with the observed increase in apoptosis upon *RUS* depletion, we found the GO annotations associated with “cell death” and “apoptosis” (represented by “positive regulation of apoptosis” in Fig 3A) enriched among the induced genes on both days 5 and 7, exemplified by genes encoding, Bak1, and Foxo3. Fig 3B shows these genes among the 50 most deregulated genes enriching for the GO annotations: “cell-death,” “neurogenesis,” “cell-cycle” and “microtubule-based process.” Annotations represented by GO classifications “cell cycle” and “microtubule-based process” (Fig 3A) were most significantly enriched among the down-regulated genes on both days, in support of the reduced BrdU incorporation (Fig S2E) and indicative of proliferation arrest (Fig 3A and B). 

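In the same test of lists, the cell-cycle lists had the lowest adjusted p on both days. Of 43 S phase genes, 41 were called lower on each day, with a median log2 fold change below that of all genes on day 5 (−0.74, camera adjusted p = 2.57e-19) and −0.87 on day 7 (2.34e-18). Of 54 G2/M phase genes, 50 were called lower on day 5 (−0.81, camera adjusted p = 5.45e-24) and 51 on day 7 (−1.22, 1.07e-21). All 29 genes of the mitotic spindle were called lower on both days, with −0.88 (camera adjusted p = 2.91e-20) and −1.17 (2.23e-18). Genes of neuronal microtubules were not called by camera: 3 were called higher and 6 lower on day 5 (−0.050, camera adjusted p = 0.486), and 7 higher and 8 lower on day 7 (0.095, 0.399); fry, limma's test of the list by itself, called them lower on day 5 (adjusted p = 0.0384) and higher on day 7 (4.25e-04). Of the genes in the panels for cell cycle and microtubules in Fig 3B, chosen by the paper on these libraries, all 39 and all 23 were called lower on both days. With the correlation between genes estimated from the data instead of preset, only the S phase (adjusted p = 0.038), G2/M phase (0.0247) and mitotic spindle (0.0247) lists were called on day 5, and no list on day 7 (smallest adjusted p 0.0819). With fry, every call of camera held on both days. As fry does not compare a list with other genes, and 32.7% and 49.2% of all genes were called, this adds little to camera.

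**Figure D3:**
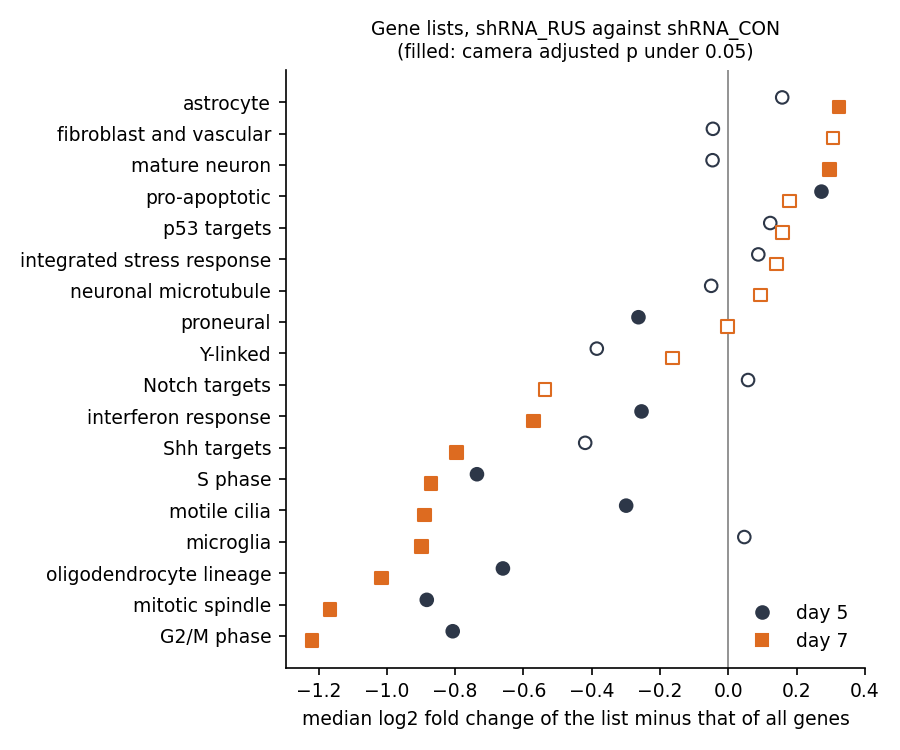
Median log2 fold change of each of the 18 lists minus that of all genes (x axis) on day 5 (circles) and day 7 (squares); filled symbols have a camera adjusted p under 0.05. The G2/M phase list lies at −0.81 and −1.22, the mature neuron list at −0.046 and 0.30.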

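A list of mature neuron genes had a median log2 fold change close to that of all genes on day 5 (30 genes tested, −0.046, camera adjusted p = 0.486), and above it on day 7 (31 tested, 0.30, camera adjusted p = 0.00836), when 19 were called higher and 6 lower. Of 16 proneural genes, 8 were called lower on day 5 (−0.26, camera adjusted p = 0.00455); on day 7 the median was −0.0020 (camera adjusted p = 0.399). The median of the astrocyte genes was 0.16 above all genes on day 5 (camera adjusted p = 0.103) and 0.32 on day 7 (0.0304; 0.0806 over genes with a mean of at least 1 TPM). No test compared the lists between the days. Of the genes that Fig 3B shows for neurogenesis, again chosen on these libraries, all 8 of the day 5 panel were called lower on both days, and 7 of these 8 hold a site in the 3′ UTR; of the 21 of the day 7 panel, 19 were called higher on day 5 and all 21 on day 7. *Dcx* had a log2 fold change of −0.49 (limma adjusted p = 0.0252) on day 5 and 0.14 (limma adjusted p = 0.212) on day 7, with a difference between the days of 0.62 (SE 0.18, limma adjusted p = 0.0175); the call on day 5 was lost without replicate 2 or replicate 3 of shRNA RUS (limma adjusted p of up to 0.0707), and its 3′ UTR holds 1 site. *Mapt*, with 4 sites, had 0.35 (limma adjusted p = 0.00356) and 0.88 (limma adjusted p = 6.38e-07); it was not called on day 5 with TPM as deposited (0.20, limma adjusted p = 0.128). *Tubb3*, which encodes β-tubulin III and overlaps *Gm20388* on the same strand, had −0.13 (limma adjusted p = 0.406) and 0.021 (limma adjusted p = 0.787).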

Interestingly, genes with GO annotations relating to “neurogenesis” and “neuron differentiation” were mildly enriched among the down-regulated on day 5, but strongly enriched among the induced genes on day 7 (Fig 3A and B). Of note, at this level of analysis direct and indirect effects cannot be distinguished.

**Figure 3.**
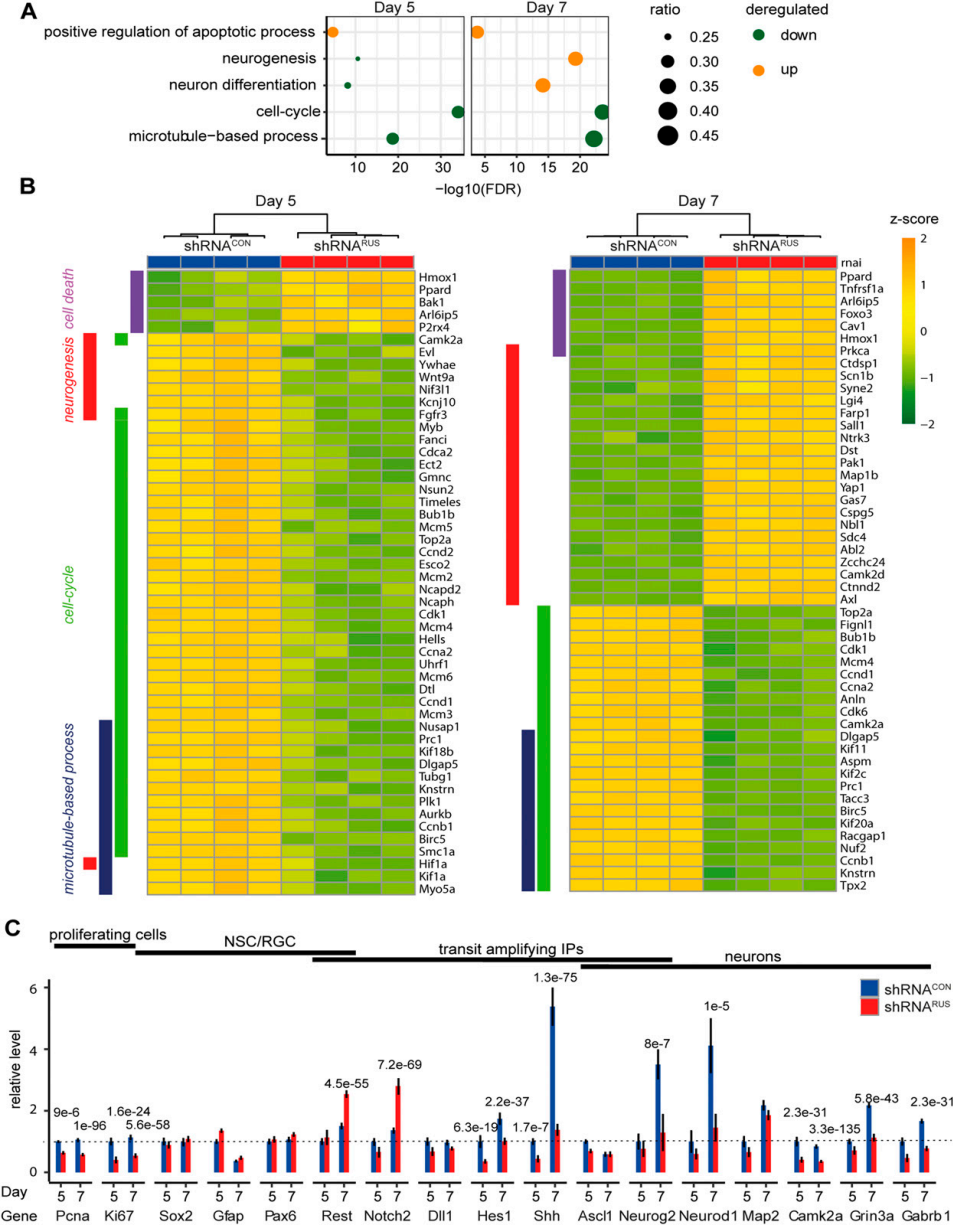
Transcriptome changes upon depletion of *RUS*. **(A)** Enriched gene ontology (GO) classifications among genes down-regulated (blue) or up-regulated (orange) upon *RUS* depletion at days 5 and day 7 of culture, as indicated. Circle size indicates the number of deregulated genes compared with the total number of genes enriched in the respective GO annotation (100% = 1). **(B)** Heat map showing the top 50 deregulated genes enriching for the GO annotations “cell-death,” “neurogenesis,” “cell-cycle,” and “microtubule-based process” on day 5 (left) and day 7 (right) of culture. Note that these are different genes. The genes were sorted by GO annotations and difference between shRNA^*CON*^ and shRNA^*RUS*^. **(C)** Expression levels of the indicated marker genes on day 5 and day 7 of culture in control (shRNA^*CON*^, blue) and knockdown (shRNA^*RUS*^, red) cells were determined by RNA-seq (TPM values were normalized to those of the control cells on day 5. Error bars show the SD).

To explore the effects of *RUS* depletion in our RNA-seq data in more detail, we determined the read counts of several prominent genes that characterize the in vitro differentiation process (Fig 3C). We assessed the proliferation state (*Pcna* and *Ki67*), the NSC/RGC markers *Sox2*, *Pax6*, and *Gfap* as well as the neuronal markers *Neurog2*, *Neurod1*, *Map2*, *Camk2a*, *Grin3a*, and *Gabrb1*. In addition, we focused on the Notch1/2 and sonic hedgehog (Shh) signaling pathways regulating the expansion of RGCs and transit-amplifying intermediate progenitor cell populations. *Notch1/2*, its ligand *Dll1* and their downstream effectors *Hes1*, *Neurog2*, and *Ascl1* form an oscillatory network that regulates RGC cell renewal (Hatakeyama & Kageyama, 2006; Wang et al, 2016; Ivanov, 2019; Sueda & Kageyama, 2019). We also included *Rest* as a transcriptional repressor of neuro-specific genes which helps to maintain the NSC state (Schoenherr & Anderson, 1995; Mukherjee et al, 2016).

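*Pcna*, on chromosome 2 from 132249162 to 132253314, had 197 ± 7.44 in shRNA CON and 139.5 ± 9.51 in shRNA RUS on day 5 (scaled TPM), and a log2 fold change of −0.50 (SE 0.060, limma adjusted p = 2.98e-04). On day 7 it had 221 ± 3.65 in shRNA CON and 119.3 ± 4.74 in shRNA RUS, with a log2 fold change of −0.89 (SE 0.035, limma adjusted p = 1.76e-07). Relative to the mean TPM of shRNA CON on day 5, its level was 0.635 ± 0.0245 (SD, n = 4) in shRNA RUS on day 5, 1.06 in shRNA CON on day 7 and 0.575 in shRNA RUS on day 7. *Mki67*, which encodes Ki67, lies on chromosome 7 from 135689784 to 135716361 and had 37.9 ± 2.42 in shRNA CON and 17.1 ± 2.58 in shRNA RUS on day 5, a log2 fold change of −1.16 (SE 0.10, limma adjusted p = 7.10e-05). On day 7 it had 45.5 ± 2.33 in shRNA CON and 21.7 ± 1.92 in shRNA RUS, a log2 fold change of −1.07 (SE 0.069, limma adjusted p = 1.98e-06). Its relative levels were 0.405 ± 0.0781 (SD, n = 4), 1.13 and 0.540 in the same order. For both genes and on both days, every library with shRNA RUS lay below every library with shRNA CON.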

Our RNA-seq analysis confirmed that the proliferative markers *Pcna* and *Ki67* were robustly down-regulated on both day 5 and day 7 (Fig 3C). The NSC/RGC markers *Sox2*, *Pax6*, and *Gfap* were less affected. However, the substantially reduced expression of the neuronal cell fate commitment markers *Hes1*, and *Shh* as well as of the neuronal markers: *Neurog2*, *Neurod1*, *Camk2a*, *Grin3a*, and *Gabrb1* confirmed our earlier notion that depletion of *RUS* compromises neuronal differentiation. 

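*Sox2*, on chromosome 3 from 34650405 to 34652461 and within *Sox2ot* on the same strand, had 154 ± 17.8 in shRNA CON and 154 ± 20.4 in shRNA RUS on day 5 (scaled TPM; log2 fold change −0.010 (SE 0.11, limma adjusted p = 0.957)) and a log2 fold change of 0.15 (SE 0.070, limma adjusted p = 0.117) on day 7. It was called on day 7 without replicate 3 of shRNA CON (0.20, limma adjusted p = 0.0353). *Pax6* had 53.7 ± 1.31 in shRNA CON and 64.0 ± 1.81 in shRNA RUS on day 5, a log2 fold change of 0.25 (SE 0.045, limma adjusted p = 0.00258), and 0.20 (SE 0.045, limma adjusted p = 0.00452) on day 7; with TPM as deposited, it was not called on day 5 (0.096, limma adjusted p = 0.305). *Gfap*, on chromosome 11 from 102887336 to 102900912, was higher on both days, with 1701 ± 71.1 in shRNA CON and 2573 ± 144 in shRNA RUS on day 5, a log2 fold change of 0.60 (SE 0.064, limma adjusted p = 1.63e-04), and 665 ± 17.6 in shRNA CON and 849 ± 62.3 in shRNA RUS on day 7, a log2 fold change of 0.35 (SE 0.050, limma adjusted p = 3.04e-04). It is overlapped over its full length by the lincRNA *Gm26668* on the opposite strand. Among other markers that the paper names, *Nes*, which encodes Nestin and holds 1 site, was lower on both days, at −0.87 (limma adjusted p = 3.46e-05) and −1.19 (limma adjusted p = 1.71e-06). *Slc1a3* had −0.11 (limma adjusted p = 0.251) and −0.15 (limma adjusted p = 0.0289). On day 5 it was called with TPM as deposited (−0.27, limma adjusted p = 0.0307) and under quantile normalization (−0.36, 0.0379). Its call on day 7 was lost in 8 alternatives. Among these were quantile normalization (−0.021, limma adjusted p = 0.777) and fits that left out 1 library (limma adjusted p of up to 0.0652). *Glul* had 0.33 (limma adjusted p = 0.00509) and 0.52 (limma adjusted p = 9.82e-07), and on day 5 was not called with TPM as deposited (0.18, limma adjusted p = 0.108) or under quantile normalization (0.041, 0.798).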

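*Hes1*, on chromosome 16 from 30064384 to 30067796, had 15.0 ± 2.86 in shRNA CON and 5.97 ± 0.898 in shRNA RUS on day 5 (scaled TPM), a log2 fold change of −1.31 (SE 0.15, limma adjusted p = 2.23e-04), and −0.78 (SE 0.077, limma adjusted p = 2.56e-05) on day 7. *Shh*, on chromosome 5 from 28456815 to 28467256, had 1.55 ± 0.118 in shRNA CON and 0.762 ± 0.137 in shRNA RUS on day 5, a log2 fold change of −0.95 (SE 0.16, limma adjusted p = 0.00180), and 8.81 ± 0.897 in shRNA CON and 2.26 ± 0.268 in shRNA RUS on day 7, a log2 fold change of −1.92 (SE 0.11, limma adjusted p = 9.02e-07). The antisense gene *9530036O11Rik* overlaps 8983 bp of *Shh*. *Neurog2* was near the limit of 0.1 TPM and was called on day 7 only, with −0.17 (limma adjusted p = 0.652) on day 5 and 1.04 ± 0.132 in shRNA CON and 0.385 ± 0.171 in shRNA RUS on day 7, a log2 fold change of −1.30 (SE 0.27, limma adjusted p = 0.00315); the difference between the days was −1.12 (SE 0.37, limma adjusted p = 0.0307) and lost its call in 10 of 24 alternatives (limma adjusted p of up to 0.0631). *Neurod1*, which lies within *Cerkl* on the same strand, had −0.30 (limma adjusted p = 0.430) on day 5 and −1.18 (SE 0.24, limma adjusted p = 0.00229) on day 7. Its difference of −0.86 between the days (SE 0.31, limma adjusted p = 0.0508) was not called, but was called in 8 alternatives (limma adjusted p down to 0.0104). *Camk2a* was lower on both days, with −1.13 (limma adjusted p = 4.97e-05) and −1.25 (limma adjusted p = 1.53e-07), and so was *Gabrb1*, with −0.96 (limma adjusted p = 4.49e-04) and −1.10 (limma adjusted p = 6.46e-07); the 3′ UTR of *Gabrb1* holds 6 sites, and it overlaps *Gm38562* on the opposite strand. *Grin3a*, with 3 sites and *Ppp3r2* within it on the same strand, had −0.33 (limma adjusted p = 0.0404) and −0.93 (limma adjusted p = 8.22e-06). Its call on day 5 was lost without replicate 1, 2, 3 or 4 of shRNA CON or replicate 2 or 3 of shRNA RUS (limma adjusted p of up to 0.104) and under quantile normalization (−0.17, limma adjusted p = 0.262). *Map2*, with 1 site, had −0.46 (limma adjusted p = 0.0156) and −0.23 (limma adjusted p = 0.00995). From the lower expression of *Hes1*, *Shh*, *Neurog2*, *Neurod1*, *Camk2a*, *Grin3a* and *Gabrb1*, the paper returns to its earlier view that neuronal differentiation is compromised on depletion of *RUS*.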

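Between day 5 and day 7 in shRNA CON, tested in a limma fit over all 16 libraries, 6394 of 23789 genes rose and 5133 fell. Among the 17 genes of Fig 3C, *Shh*, *Neurod1* and *Neurog2* rose most, by 2.21, 1.42 and 1.40 on the log2 scale. The lowest log2 fold changes on day 7 among these 17 were, in order, those of *Shh*, *Neurog2*, *Camk2a* and *Neurod1*; *Camk2a* fell by 0.40 in shRNA CON between the days. Relative to shRNA CON on day 5, *Shh* was at 5.38 ± 0.587 (SD, n = 4) in shRNA CON and 1.38 ± 0.163 in shRNA RUS on day 7, *Neurog2* at 3.50 and 1.29, and *Neurod1* at 4.11 and 1.45. Of the 1963 genes that rose at least 2-fold in shRNA CON, 1023 were called lower on day 7 (52.1%) and 175 higher (8.9%), with a median log2 fold change of −0.66. For the 21403 other genes, these shares were 24.5% and 25.9% and the median was 0.0060. Both comparisons share the libraries of shRNA CON on day 7, which alone lowers the second value where the first is raised by chance. In 100 simulations of the same design without an effect of the knockdown, this gave a median of −0.014 for such genes, and −0.026 at the lowest.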

Of note, the expression of those genes that are most strongly induced during neurogenesis between days 5–7 (i.e., *Shh*, *Neurog2*, and *Neurod*) was most strongly affected by *RUS* depletion (Fig 3C). The increased expression of *Notch2* is consistent with the observed maintenance of NSC/RGC markers, the reduced expression of cell cycle genes as well as genes involved in neurogenesis (Engler et al, 2018; Mase et al, 2021). 

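*Notch2*, on chromosome 3 from 98013527 to 98150361, was lower with shRNA RUS on day 5 and higher on day 7. It had 27.2 ± 1.62 in shRNA CON and 20.1 ± 3.33 in shRNA RUS on day 5 (scaled TPM), a log2 fold change of −0.45 (SE 0.11, limma adjusted p = 0.0118), and 39.5 ± 1.76 in shRNA CON and 80.6 ± 6.49 in shRNA RUS on day 7, a log2 fold change of 1.03 (SE 0.062, limma adjusted p = 1.35e-06). The difference between the days was 1.46 (SE 0.13, limma adjusted p = 3.24e-06). Relative to shRNA CON on day 5, *Notch2* was at 0.665 in shRNA RUS on day 5, 1.37 in shRNA CON on day 7 and 2.8 in shRNA RUS on day 7. *Notch1* also went both ways, at −0.58 (limma adjusted p = 0.00164) and 0.45 (limma adjusted p = 3.93e-04), with a difference of 1.01 (SE 0.12, limma adjusted p = 2.96e-05). The ligand gene *Dll1* was lower on both days, at −0.41 (limma adjusted p = 0.00978) and −0.32 (limma adjusted p = 9.68e-04).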

The induction of *Rest* at day 7 suggests a mechanism involving chromatin regulation.

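*Rest*, on chromosome 5 from 77265491 to 77286432, had 8.51 ± 0.368 in shRNA CON and 14.3 ± 0.456 in shRNA RUS on day 7 (scaled TPM), a log2 fold change of 0.75 (SE 0.053, limma adjusted p = 3.66e-06). On day 5 it had 5.34 ± 0.220 in shRNA CON and 6.73 ± 0.960 in shRNA RUS, a log2 fold change of 0.32 (SE 0.10, limma adjusted p = 0.0393). The mean of day 5 rests in part on replicate 4 of shRNA RUS, which had 8.23 TPM where the other 3 had between 5.67 and 5.86 TPM. With TPM as deposited the call on day 5 was lost (0.16, limma adjusted p = 0.369), as it was without any 1 replicate of shRNA CON or without replicate 2 or 3 of shRNA RUS. The difference between the days was 0.42 (SE 0.11, limma adjusted p = 0.0115). Relative to shRNA CON on day 5, *Rest* was at 1.13 in shRNA RUS on day 5, 1.50 in shRNA CON on day 7 and 2.54 in shRNA RUS on day 7.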

We conclude that *RUS* is required for efficient proliferation and for differentiation of neuronal precursor cells in this in vitro system. The concomitant inhibition of cell proliferation (and hence cell renewal) and neurogenic differentiation may leave neuronal progenitor cells with conflicting signals that trigger apoptosis. The observation that at day 7 the most deregulated genes with annotated GO term “neurogenesis” are activated upon *RUS* depletion (Fig 3B) prompts the speculation that *RUS* may be involved in the repression of transcription. Again, direct and indirect effects cannot be distinguished at this point.

### RUS associates with chromatin of key neurodevelopmental genes

As a first step towards defining the mechanism through which *RUS* regulates gene expression, we determined the subcellular localization of *RUS*. After 2 d in culture, cells were fractionated into the cytoplasm, nucleoplasm and chromatin. RT-qPCR analyses showed that *RUS* is enriched in the chromatin fraction, similar to the splicing-associated lncRNA *MALAT* (Fig S4A).

**Figure S4.**
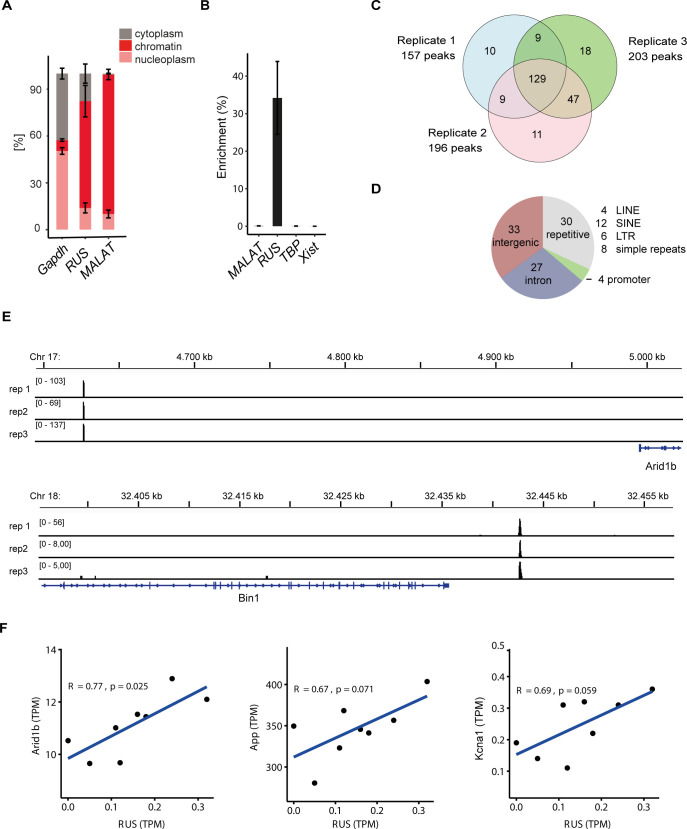
Chromatin localization of RUS determined by ChIRP. **(A)** Subcellular localization of RUS. Neural stem cells were differentiated for 2 d and then fractionated into the sub-cellular compartments cytoplasm, nucleoplasm, and chromatin. RUS was detected by RT-qPCR along with Gapdh mRNA (cytoplasmic marker) and MALAT (nuclear marker). Error bars: SD of three independent experiments. **(B)** Enrichment of *RUS*, *MALAT*, *TBP* mRNA, and *XIST* in ChIRP from differentiated neural stem cell expressed as percent of the value obtained from input chromatin. Error bars: the SD of three experiments. **(C)** Genome annotation of the 94 high-confidence *RUS* ChIRP locations. SINE, short interspersed nuclear element; LINE, long interspersed nuclear element; LTR, long terminal repeat. **(D)** Venn diagram showing the number of ChIRP peaks obtained in the three independent experiments and their overlap. **(E)** Browser view of two examples of *RUS* localization close to relevant neurogenic genes. The *RUS* ChIRP tag density of the three replicates is plotted in separate tracks in the genomic regions of the *Arid1b* (top) and *Bin1* (bottom) genes. For orientation, the respective chromosomal regions are displayed above and the gene models below the traces. **(F)** Correlation analyses showing the relationship between *RUS* expression and three selected putative target genes of cluster II, *App*, *Arid1*, and *Kcna1*, in control (shRNA^*CON*^) and *RUS* knockdown (shRNA^*RUS*^) cells on day 5.

To explore whether *RUS* localizes to specific chromosomal regions like other regulatory lncRNAs, we applied the ChIRP (Chromatin Isolation by RNA Purification) methodology (Chu et al, 2011). Cells were harvested at day 7 of differentiation and *RUS* was isolated by hybridization with two independent probe sets (“odd” and “even”). The experiment was carried out in biological triplicate. All three isolations effectively retrieved *RUS* (∼30% of input) and strongly enriched *RUS* over control RNAs *TBP mRNA*, *MALAT*, and *XIST* (Fig S4B). Between 157 to 203 peaks were scored in individual experiments, of which 129 (67%, Fig S4C) overlapped in all three experiments (Table S4).

Although we considered only peaks enriched by both probe sets, several enriched genomic sites contained sequences with similarity to one of the used oligonucleotide probe sequences. After removing them, 94 high-confidence putative *RUS* binding sites remained for further analysis (for simplicity called “*RUS* binding sites” below). Genomic annotation revealed that four of them (4.3%) mapped to promoters, but the majority predominantly localized to intergenic (35.1%) or intronic (28.7%) regions, compatible with long-range regulatory elements. About a third of the locations mapped close to degenerate repetitive elements of various types, such as LINEs (4.2%), SINEs (12.8%), LTR (6.4%), and simple repeats (8.5%) (Fig S4D). GO analysis of the active genes next to *RUS* binding sites yielded an enrichment of the terms “forebrain development,” “neurogenesis,” and “generation of neurons.” Among those are the genes encoding the microtubule-stabilizing protein Dclk2 and the potassium voltage-gated channel Kcna1 (Fig 4A, two further tracks: *Arid1b* and *Bin1* in Fig S4E). Both genes play a pivotal role in neuron differentiation (Shin et al, 2013; Chou et al, 2021).

**Figure 4.**
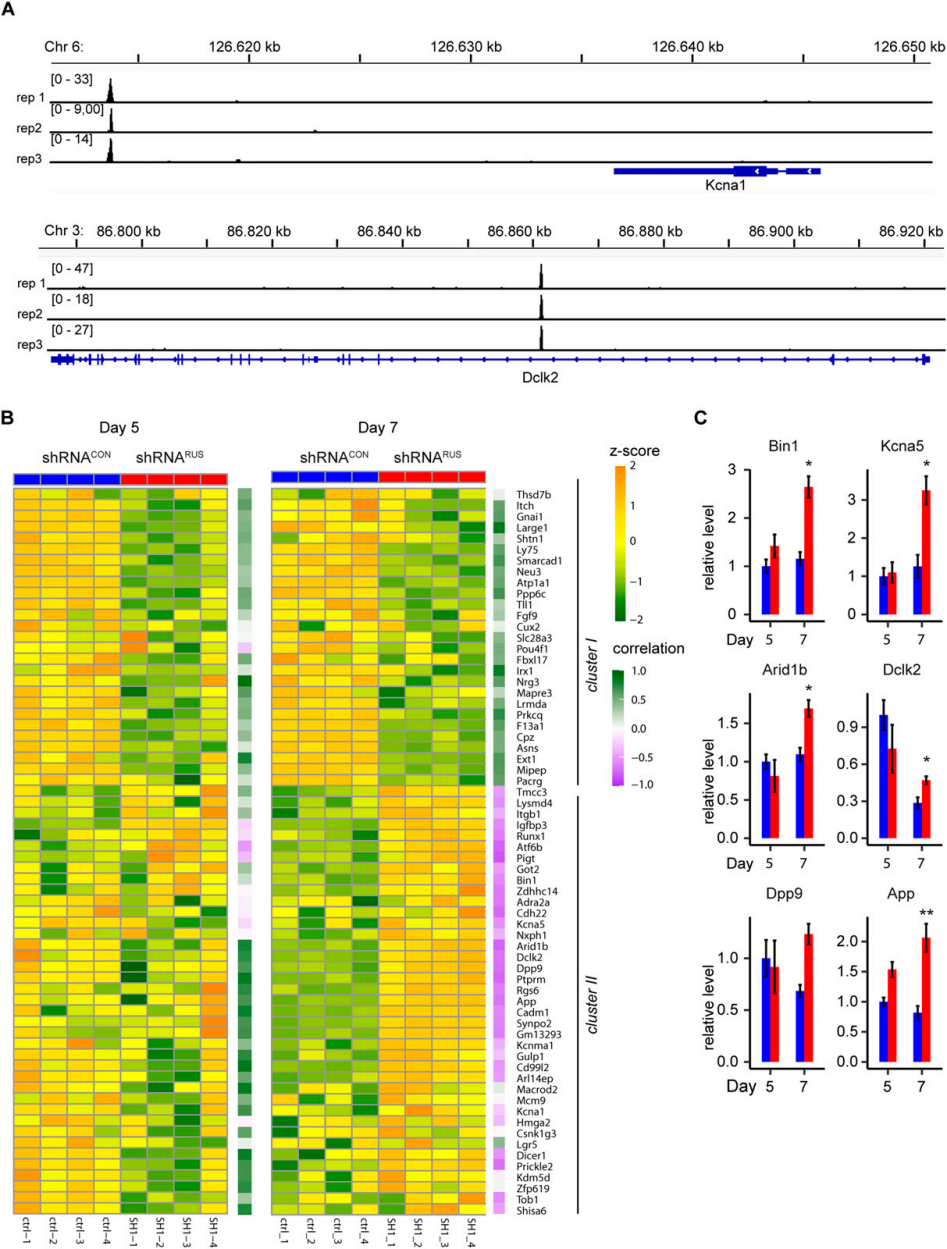
Localization of *RUS* to chromosomal sites. **(A)** Browser view of two examples of *RUS* localization close to relevant neurogenic genes. The *RUS* ChIRP tag density of the three replicates is plotted in separate tracks in the genomic regions of the *Kcna1* (top) and *Dclk2* (bottom) genes. For orientation, the respective chromosomal regions are displayed above and the gene models below the traces. **(B)** Heat map showing the expression changes of 66 *RUS* putative target genes upon *RUS* depletion (shRNA^*RUS*^, red) or in control cells (shRNA^*CON*^, blue) on days 5 and 7. Replicate identifiers are indicated below the columns. Genes were hierarchically clustered using Euclidean distance based on their combined expression on both days. This yields two clusters depending on whether genes are activated or repressed upon *RUS* depletion. The gene names are indicated to the right of the 7-d heat map. The purple-green code to the right of each individual heat map indicates the degree of correlation between *RUS* and putative target gene expression. **(C)** Expression levels of the putative target genes: Bin1 (n = 3 or 7 [3/7] for days 5 or 7, respectively), Kcna5 (n = 7/7), Arid1b (n = 3/9), Dclk2 (n = 3/4), Dpp9 (n = 5/5), and App (n = 3/5) on day 5 and day 7 of culture in control (shRNA^*CON*^, blue) and knockdown (shRNA^*RUS*^, red) cells were determined by RT-qPCR (values were normalized to those of the control cells on day 5, error bar show the standard error of the mean, *P < 0.05, **P < 0.01, ***P < 0.005).

Following the hypothesis that *RUS* binding to chromatin is involved in regulating near-by genes, we determined the expression changes of genes residing next to *RUS* binding sites (referred to as “putative target genes” henceforth) using the RNA-seq data of *RUS* knockdown samples. Of the 94 putative target genes, 66 were robustly expressed in differentiating NSC (Fig 4B). 

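Of the 66 genes, which the paper took from the neighbors of 94 peaks of *RUS* binding and chose in part on their expression in these libraries, 64 had a mean of at least 0.1 TPM on day 5 and all 66 on day 7. The ChIRP-seq reads behind the peaks were not analysed here. For peaks annotated in an intron, 5 of the 25 target genes tested were called on day 5, and for other peaks 18 of 39 (Fisher's exact test, two-sided, p = 0.0603); on day 7 the counts were 18 of 26 and 25 of 40 (Fisher's exact p = 0.609).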

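On day 5, 23 of the 66 putative target genes were called in the limma test over all genes (34.8%; 35.9% of the 64 tested), 8 higher and 15 lower. On day 7, 43 were called (65.2%), 25 higher and 18 lower. When p was adjusted over the list alone, 23 and 44 were called; the study chose the list in part on these libraries, so that count is not independent evidence. In 10000 random lists of genes matched to the targets on mean expression in 20 bins, a median of 37.5% were called on day 5 (95% of lists between 26.6% and 48.4%), and the share of targets was not larger (permutation p = 0.6824, one-sided). On day 7 the random lists gave 59.1% (48.5% to 69.7%; permutation p = 0.1771, one-sided). The scaling moved the count of day 5 most in direction: with TPM as deposited, 1 target was called higher and 23 lower.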

The number of genes that changed their expression increased from day 5 to day 7 (54% and 77% of genes with altered expression, respectively), in line with the increase of *RUS* expression between days 5 and 7 of differentiation (Table S4).

Hierarchical clustering of expression separates putative target genes into two distinct clusters (Fig 4B). 

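Of the 27 genes that Table S4 places in cluster I, 15 were called lower and 0 higher on day 5, with a median log2 fold change of −0.47, and 3 of the 25 tested had a positive value. On day 7, 18 were called lower and all 27 had a negative log2 fold change (median −0.54). Of the 39 genes of cluster II, 25 were called higher and 0 lower on day 7, and all 39 had a positive log2 fold change (median 0.33). The clusters were formed by the paper on these libraries, so the common direction within each is not independent evidence. *Bin1* had a log2 fold change of 0.18 (limma adjusted p = 0.0881) on day 5 and 0.45 (SE 0.058, limma adjusted p = 1.54e-04) on day 7, with a difference between the days of 0.26 (SE 0.092, limma adjusted p = 0.0489); the call of this difference was lost in 16 of 25 alternatives (limma adjusted p of up to 0.103), and the gene was called on day 5 without replicate 4 of shRNA RUS (limma adjusted p = 0.0498). *Dpp9* had 0.023 (limma adjusted p = 0.85) and 0.59 (SE 0.070, limma adjusted p = 8.85e-05), with a difference of 0.56 (SE 0.10, limma adjusted p = 8.72e-04). *Kcna5* had −0.083 (limma adjusted p = 0.719) and 0.45 (SE 0.20, limma adjusted p = 0.0844); on day 7 it was called under quantile normalization (0.55, limma adjusted p = 0.0398) and without replicate 3 of shRNA CON (0.58, limma adjusted p = 0.0384). Of the 51 targets with an annotated 3′ UTR among the genes used for the words, 24 hold a site (47.1%).

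**Figure D4:**
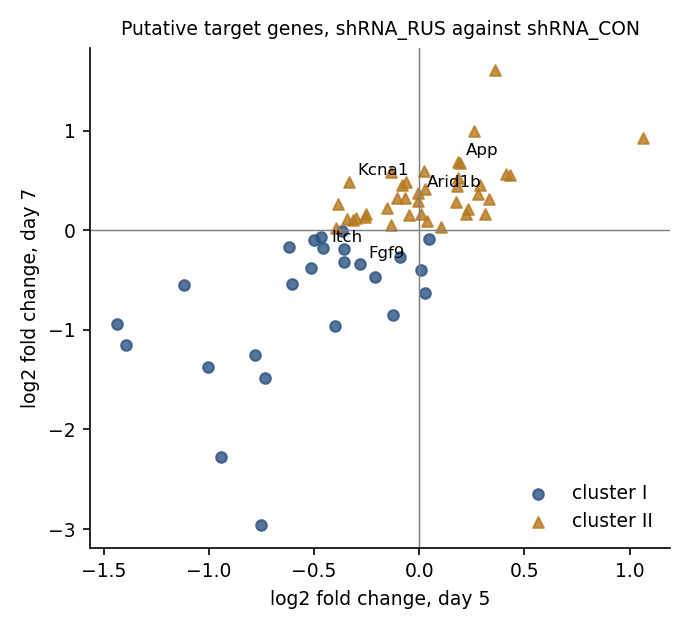
Log2 fold change of each putative target gene tested on both days, on day 5 (x axis) and day 7 (y axis), colored by its cluster in Table S4. On day 7, cluster I lies below 0 and cluster II above 0; on day 5, cluster II has a median of 0.023.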

Cluster I contains genes significantly down-regulated on both days, whereas cluster II represents genes with enhanced expression, predominantly on day 7. 

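For the 39 genes of cluster II on day 5, 8 were called higher and 0 lower; 21 had a positive and 18 a negative log2 fold change. With TPM as deposited, 23 of the 39 had a log2 ratio of means below 0, and the median was −0.13 against 0.023 after scaling.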

The heat map shows several cluster II genes with reduced expression on day 5 after *RUS* depletion. Because *RUS* depletion was less effective on day 5, we calculated the overall correlation of *RUS* expression and its putative target genes (Fig 4B, purple-to-green boxes to the right of heat maps). If we assume direct effects of *RUS* binding on target gene expression, we expect a positive correlation of genes with reduced expression with *RUS* depletion (essentially genes in cluster I) and a negative correlation of genes with enhanced expression upon *RUS* depletion (predominantly cluster II genes on day 7). This is indeed largely the case (Fig 4B). 

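Pearson's r between the TPM of *Gm20754* and that of each of the 66 targets over the 8 libraries of a day equals that in Table S4. On day 5, r was positive for 55 targets and negative for 11, and on day 7 for 30 and 36. In cluster I, 26 of 27 were positive on day 5 and all 27 on day 7; in cluster II, 10 of 39 were negative on day 5 and 36 on day 7. Over the 66 relations of each day, an exact permutation test over all 40320 pairings gave an unadjusted p under 0.05 for 13 targets on day 5 and 7 on day 7, and no adjusted p under 0.05 (smallest 0.154 on day 5 and 0.306 on day 7). On scaled TPM, 43 targets were positive on day 5 and 32 on day 7, and of cluster II 22 of 39 were positive on day 5 instead of 29. Of all genes tested, 71.3% had a positive r on day 5 and 50.7% on day 7, against 83.3% and 45.5% of the targets. Without the 2 libraries farthest from the median of *Gm20754*, 59 and 58 targets had the same sign, and the median size of r went from 0.468 to 0.649 on day 5 and from 0.548 to 0.290 on day 7. After the mean of each shRNA was removed, 87.9% of the targets kept their sign on day 5 and 59.1% on day 7. The paper reasons that a direct effect of *RUS* binding would give a positive correlation for genes that fall and a negative one for genes that rise on its depletion, and states that this is largely found.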

Quantification of the mRNA levels of *Bin1*, *Kcna5*, *Arid1b*, *Dclk2*, *Dpp9*, and *App* by RT-qPCR confirmed the increase in these target genes after *RUS* depletion on day 7 (Fig 4C). 

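*Arid1b*, on chromosome 17 from 4994332 to 5347656, had a log2 fold change of −0.0050 (SE 0.069, limma adjusted p = 0.964) on day 5 and 0.37 (SE 0.045, limma adjusted p = 1.09e-04) on day 7, with a difference between the days of 0.36 (SE 0.076, limma adjusted p = 0.00219); its 3′ UTR holds 2 sites. *App*, with 1 site, on chromosome 16 from 84949685 to 85173766, had 0.18 (SE 0.084, limma adjusted p = 0.127) and 0.69 (SE 0.036, limma adjusted p = 6.41e-07), with a difference of 0.49 (SE 0.093, limma adjusted p = 0.00108); it was called on day 5 without replicate 1 of shRNA RUS (0.28, limma adjusted p = 0.00411). *Kcna1*, on chromosome 6 from 126640397 to 126646384, had −0.33 (SE 0.29, limma adjusted p = 0.413) and 0.49 (SE 0.27, limma adjusted p = 0.172), with a difference of 0.81 (SE 0.37, limma adjusted p = 0.110). Their correlations with *Gm20754* were computed on TPM as deposited. For *Arid1b* on day 5, Pearson's r was 0.771 (exact permutation p = 0.0249, adjusted 0.198) and Spearman's rho 0.833 (exact p = 0.0154); r was 0.904 without the 2 libraries farthest from the median of *Gm20754* and 0.578 on scaled TPM. On day 7, its r was −0.758 (exact p = 0.0406, adjusted 0.306) and rho −0.790 (exact p = 0.0248), and r without those 2 libraries was −0.384, so the relation rests in part on them. For *App*, r was 0.666 on day 5 (exact p = 0.0696, adjusted 0.255; rho 0.548, exact p = 0.171) and −0.679 on day 7 (exact p = 0.0751, adjusted 0.306; rho −0.683, exact p = 0.0701). Without the 2 libraries it was 0.709 and −0.325, and on scaled TPM 0.243 on day 5. For *Kcna1*, r was 0.688 on day 5 (exact p = 0.0616, adjusted 0.239; rho 0.647, exact p = 0.0911) and −0.254 on day 7 (exact p = 0.565, adjusted 0.632; rho −0.259, exact p = 0.528), and without the 2 libraries 0.572 and −0.209. With the mean of each shRNA removed, r was 0.788 and −0.815 for *Arid1b*, 0.733 and −0.655 for *App*, and 0.669 and 0.250 for *Kcna1*.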

Remarkably, the expression of genes that are repressed on day 5 and activated on day 7, for example, *Arid1b*, *App*, and *Kcna1* (Fig S4F), correlates positively on day 5 and negatively on day 7 with *RUS* expression, in support of a direct effect of *RUS* on close-by genes. Our results thus suggest that *RUS* may mediate both, activating and repressive regulation.

### RUS interactors suggest epigenetic regulatory mechanisms

LncRNAs usually elicit their gene regulatory effects through interacting effector proteins. To explore how *RUS* may mediate both, activating and repressive functions, we sought to identify *RUS*-binding proteins. When mouse and human *RUS* sequences are compared, a remarkable degree of conservation of exon 1 stands out (Fig 1C). Because such conservation may be indicative of important functional interactions, we compared interactors of complete *RUS* with a 5′-deleted RNA (Δ5′-*RUS*), lacking exon 1. Both RNAs were tagged with 5 MS2 stem-loop structures at the 3′ end, enabling affinity purification via binding to MS2-binding protein (MS2BP) (Johansson et al, 1997; Zhou et al, 2002; Tsai et al, 2011).

Because differentiating NSCs cannot be obtained in sufficient amounts for RNA-affinity purification, we established an RNA-affinity purification protocol using the well-established Neuro2A cell line. *RUS* is normally not expressed in these cells and so our experiment identifies potential protein interactors that are not relevant in these cells. To assure an equivalent expression of both RNAs, we first generated Neuro2A derivatives by inserting an FRT recombinase site into the genome through lentiviral transduction. These clonal cells were then transfected with FRT-flanked *RUS* expression constructs along with a flipase expression plasmid (Andrews et al, 1985; Sauer, 1994; See et al, 2002). Clones containing integrated *RUS* expression cassettes were expanded and analyzed. These clones express comparable levels of either full-length *RUS* or Δ5′-*RUS*.

Lysates of *RUS*- and Δ5′-*RUS*-expressing cells were incubated with recombinant MS2-binding protein (MS2BP), which in turn was tagged with a maltose-binding protein (MBP) (see scheme in Fig 5A). MS2BP-bound RNA was retrieved by absorption of MBP to amylose beads, captured proteins were eluted with RNAse A treatment and identified by LC–MS, using label-free quantification (LFQ) (Cox & Mann, 2009).

**Figure 5.**
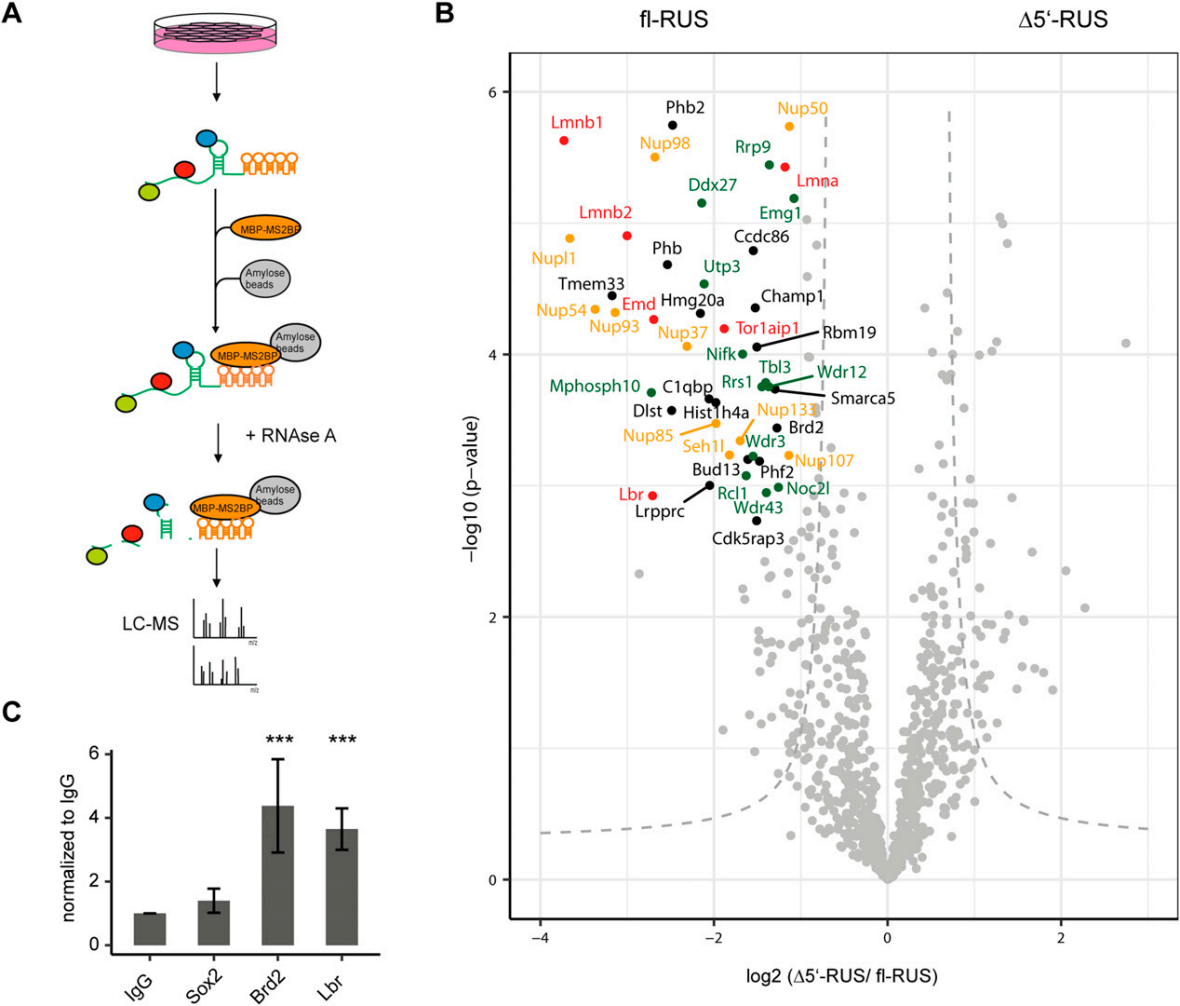
RUS interacts with components of the nuclear pore, -lamina, and nucleolus. **(A)** Schematic overview of the affinity purification of *RUS*-interacting proteins (colored spheres). *RUS* RNA (green), tagged with five MS2 stem-loop structures (orange) is stably expressed in Neuro2A cells. The RNA is affinity-purified by binding to MS2BP-maltose binding protein on an amylose resin. For details, see text. **(B)** Volcano plot showing affinity-purified nuclear proteins that bind differentially to full-length *RUS* (left) or a *RUS* RNA from which exon 1 was deleted (Δ5′-*RUS*). Proteins with a change greater than 2 and a *P*-value smaller than 0.002 are considered robust interactors and annotated by their gene name. The dashed gray hyperbolic curves depict a permutation-based false discovery rate estimation (*P* = 0.05; s0 = 1). Some proteins are color-coded: proteins of the nuclear lamina (red), nuclear porins (orange), and nucleolar proteins (green). **(C)** RT-qPCR analysis of *RUS* co-immunoprecipitated with antibodies against Sox2, Brd2, Lbr, and control IgG from differentiating neural stem cells. Error bars show the SD (***P < 0.01 compared with IgG purification).

Full-length *RUS* enriched many more proteins in comparison to Δ5′-*RUS* (Fig 5B and Table S5). While we cannot exclude that this is due to the increased size of the *RUS* RNA, this seems unlikely given the size difference of 912 (*RUS*) versus 679 nucleotides (Δ5′-*RUS*). Proteins with a fold-change greater than 2 and a *P*-value smaller than 0.002 were considered robust and specific binders. Only nine proteins were purified selectively along with Δ5′-*RUS*. By contrast, 49 proteins were enriched by co-purification with the full-length construct and therefore considered exon 1-specific interactors (Tables 1 and S5). Among them, Phb, Phb2, Tor1aip1, and Utp3 were purified exclusively by the full-length *RUS* RNA.

**Table 1.** Table includes affinity-purified nuclear proteins that bind more than full length *RUS* (*P*-value < 0.002, log_2_(mut/fl RUS) < −1) and the localization to nuclear compartments as nucleolus, nuclear lamin, and nuclear pore.

UniProt ID	Gene name	−Log_10_ (*P*-value)	Log_2_(mut/fl)	Only detected by full length RUS	Nuclear compartment
Q7JJ13	Brd2	3.44	−1.27	No	—
Q8R149	Bud13	3.20	−1.61	No	—
O35658	C1qbp	3.66	−2.06	No	—
Q9JJ89	Ccdc86	4.79	−1.55	No	—
Q99LM2	Cdk5rap3	2.73	−1.51	No	—
Q8K327	Champ1	4.35	−1.52	No	—
Q921N6	Ddx27	5.15	−2.14	No	Nucleolus
O08749	Dld	6.00	−2.13	No	—
Q9D2G2	Dlst	3.57	−2.49	No	—
O08579	Emd	4.27	−2.69	No	Nuclear lamin
O35130	Emg1	5.19	−1.08	No	Nucleolus
P62806	Hist1h4a	3.63	−1.98	No	—
Q9DC33	Hmg20a	4.31	−2.16	No	—
P38647	Hspa9	6.57	−1.99	No	—
Q3U9G9	Lbr	2.92	−2.71	No	Nuclear lamin
P48678	Lmna	5.43	−1.18	No	Nuclear lamin
P14733	Lmnb1	5.63	−3.73	No	Nuclear lamin
P21619	Lmnb2	4.90	−3.00	No	Nuclear lamin
Q6PB66	Lrpprc	3.00	−2.05	No	—
Q810V0	Mphosph10	3.71	−2.72	No	Nucleolus
Q91VE6	Nifk	4.00	−1.67	No	Nucleolus
Q9WV70	Noc2l	2.99	−1.26	No	Nucleolus
Q8BH74	Nup107	3.23	−1.14	No	Nuclear pore
Q8R0G9	Nup133	3.34	−1.70	No	Nuclear pore
Q9CWU9	Nup37	4.06	−2.31	No	Nuclear pore
P59235	Nup43	6.28	−2.93	No	Nuclear pore
Q9JIH2	Nup50	5.74	−1.13	No	Nuclear pore
Q8BTS4	Nup54	4.34	−3.37	No	Nuclear pore
Q8R480	Nup85	3.47	−1.98	No	Nuclear pore
Q8BJ71	Nup93	4.32	−3.14	No	Nuclear pore
Q6PFD9	Nup98	5.50	−2.68	No	Nuclear pore
Q8R332	Nupl1	4.88	−3.66	No	Nuclear pore
P67778	Phb	4.68	−2.54	Yes	—
O35129	Phb2	5.75	−2.48	Yes	—
Q9WTU0	Phf2	3.19	−1.48	No	—
Q8R3C6	Rbm19	4.06	−1.51	No	—
Q9JJT0	Rcl1	3.08	−1.63	No	Nucleolus
Q91WM3	Rrp9	5.44	−1.36	No	Nucleolus
Q9CYH6	Rrs1	3.75	−1.45	No	Nucleolus
Q8R2U0	Seh1l	3.23	−1.82	No	Nuclear pore
Q91ZW3	Smarca5	3.74	−1.30	No	—
Q8C4J7	Tbl3	3.78	−1.41	No	Nucleolus
Q9CR67	Tmem33	4.45	−3.17	No	—
Q921T2	Tor1aip1	4.20	−1.88	Yes	Nuclear lamin
Q9JI13	Utp3	4.54	−2.11	Yes	Nucleolus
Q9JJA4	Wdr12	3.75	−1.37	No	Nucleolus
Q8BHB4	Wdr3	3.22	−1.55	No	Nucleolus
Q6ZQL4	Wdr43	2.95	−1.40	No	Nucleolus

Table highlights whether a protein was identified by full-length *RUS* only.

Phb and Phb2 correspond to the prohibitin complex, a mitochondrial regulator with neuroprotective functions and nuclear co-repressor of cell cycle-regulated genes (Koushyar et al, 2015).

We also found find numerous components of the nuclear periphery, most prominently subunits of the nuclear pore complex (Nupl1, Nup37, Nup43, Nup50, Nup54, Nup85 Nup93, Nup98, Nup107, Nup133, and Seh1l orange in Fig 5B) and several constituents of the nuclear lamina: emerin (Emd), lamins A, B1, and B2 (Lmna, Lmnb1, and Lmnb2), lamin B receptor (Lbr) as well as the lamin A/B binding protein Tor1aip1 (red in Fig 5B).

Furthermore, *RUS* exon 1 retrieved many nucleolar proteins (Ddx27, Emg1, Mphosph10, Noc2l, Nifk, Rcl1, Rrp9, Rrs1, Tbl3, Utp3, Wdr3, Wdr12, and Wdr43 green in Fig 5B) and some interesting chromatin regulators (e.g., the bromodomain protein Brd2, the chromatin constituent Hmg20a, the nucleosome remodeling ATPase Smarca5, the lysine demethylase subunit Phf2, and the RNA helicase Ddx54).

The finding of robust interaction of *RUS* with nuclear pores and the lamina suggest well-established epigenetic regulatory mechanisms (to be discussed below). Binding of lncRNA *Xist* to Lbr has been suggested to tether the inactive X chromosome to the nuclear envelope, which forms a silent compartment (Chun-Kan et al, 2016). To validate the binding between *RUS* and Lbr, we returned to our NSC differentiation model. Nuclear extracts were prepared from cells harvested at day 7 of differentiation. Lbr was immunoprecipitated and co-precipitated RNA quantified by RT-qPCR. *RUS* was retrieved 3.7-fold more by comparison to an anti-IgG purification (Fig 5C). Parallel reactions confirmed the selective interaction of Brd2 with *RUS*, whereas Sox2 served as a control.

In summary, our data support the idea of the long, noncoding RNA *RUS* as a crucial regulator of the neurogenic gene expression program through epigenetic mechanisms.

## Discussion

### The lncRNA RUS is required to execute the neurogenic program

Our study presents a first functional characterization of the lncRNA *LINC01322*, which we term *RUS* (for RNA upstream of *Slitrk3*). Like other neurogenic lncRNAs, *RUS* is well conserved in mammals by sequence and synteny next to the neurodevelopmental gene *Slitrk3*. It is predominantly expressed in neural tissues. Although the RNA bears some coding potential, we did not detect any of the theoretically encoded peptides. *RUS* associates with chromatin at specific sites in the vicinity of neurodevelopmental genes and interacts with several proteins involved in epigenetic gene regulation, suggesting that *RUS* acts as lncRNA. However, at this point we cannot exclude the formal possibility that a fraction of *RUS* is processed to functionally relevant miRNAs.

Transcriptome analyses revealed that sh-mediated depletion of *RUS* results in massive gene expression changes. 

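Of all genes tested in the RNA-seq of the knockdown, 32.7% were called on day 5 and 49.2% on day 7 at an adjusted p under 0.05; 9676 and 13360 genes had an unadjusted p under 0.05. The same test on data simulated with the mean and spread of these libraries recovered 171 of 200 genes given a 2-fold change on day 5 (85.5%) and 174 on day 7 (87.0%). The changed genes were drawn from those with a positive mean log2(scaled TPM + 0.1) in shRNA CON, so genes of lower expression were not covered. A 2-fold change is larger than the median size of the changes called, so the simulation does not give the power for those. Of its calls, 6.56% and 7.45% were genes simulated without a change.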

In fact, approximately half of all genes were affected to a certain degree. The responses were equally divided between gene activation and repression and were modulated during the 7 d of differentiation. This finding is interesting because most lncRNAs studied so far either mediate activation or repression (Rinn & Chang, 2020; Statello et al, 2021). 

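Among the genes called on day 5, the share that was higher was 45.4% after scaling by library factors, 22.7% with TPM as deposited and 50.1% after quantile normalization. Of the 21762 genes tested on both days, 5366 were called on both, 2111 of them higher on both days and 2614 lower on both (88.1% in the same direction), while 373 were higher on day 5 and lower on day 7 and 268 the reverse. The Spearman correlation of the log2 fold changes between the days was 0.419 across genes, which are not independent replicates. A difference of the knockdown effect between the days was called for 7090 of the genes tested over 16 libraries, with 3626 differences above 0 and 3464 below.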

Although indirect effects cannot be excluded yet, the fact that we found epigenetic activators and repressors bound to *RUS* exon 1 in pull-down experiments, supports the idea that *RUS* may mediate gene activation and repression in a highly context-dependent manner. Conceivably, *RUS* may function through diverse mechanisms, as emerges for the HOTAIR RNA (Price et al, 2021).

On day 5 of differentiation, reduced *RUS* levels correlate with reduced expression of many genes involved in neurogenesis and cell cycle, suggesting that the lncRNA promotes target gene expression to enable amplification of intermediate precursor cells and NSC differentiation. This is in line with the observation that *RUS* is expressed in hESC-derived LRGs (Ziller et al, 2015).

*RUS* is most highly expressed in the adult hippocampus, in which neurogenesis still occurs (Eriksson et al, 1998). Adult neurogenesis relies on expanding transit-amplifying IPs maintained by *Shh* expression (Antonelli et al, 2018) and differentiation by increased *Neurog2* expression (Galichet et al, 2008). At day 7 of our differentiation time course, *Shh*, *Neurog2*, and *NeuroD1* are among the most repressed genes upon *RUS* depletion. In addition, we found a reduced expression of several subunits of glutamate and GABA receptors, such as *Grin3a* and *Gabrb1*, which are predominantly expressed in neurons.

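Ranked from the lowest log2 fold change on day 7 among all 24567 gene symbols tested, called or not, *Shh* was number 173, *Neurog2* number 813 and *Neurod1* number 1128. Under other settings, the log2 fold change of *Neurog2* ranged from −1.52 to −0.567, so its rank is uncertain.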

Although the pattern of endogenous *RUS* expression and the observation that neuron formation was impaired after *RUS* depletion suggest a role of the lncRNA in promoting neuronal differentiation, RNA-seq and GO analysis revealed a significant up-regulation of neuronal differentiation genes on day 7 after *RUS* depletion. Such conflicting results may be a consequence of induction of proneuronal genes such as *Notch2* and *Rest* after *RUS* depletion. We speculate that *RUS* depletion locks neuronal precursors in an intermediate state towards neuronal differentiation, with arrested cell cycle. The activation of pro-apoptotic genes may result from perturbed cell identity. However, it is also possible that increased apoptosis after *RUS* depletion impaired neuron formation.

### Potential mechanisms of RUS-mediated gene regulation

Given the diverse and presumably very site-specific effects of *RUS* function, we can only speculate about potential mechanisms. Our stringent ChIRP approach revealed a very consistent set of *RUS* interactions with a limited number of high-confidence chromatin loci. The localization of binding sites predominantly in introns and intergenic regions argue for long-range regulation. Considering that the RNA is not highly expressed, we speculate that its range of activity may be limited to the genes in the vicinity of tethering sites (Engreitz et al, 2016).

Remarkably, most of the genes closest to a *RUS* binding site were expressed in differentiating NSCs and changed their expression state upon *RUS* depletion. For example, *RUS* binds in the genome next to genes essential for cell cycle and neuronal differentiation, such as *Fgf9*, *Mapre3*, and *Ppp6c*, *Arid1b*, *Dclk2*, and *Kcna1*. The expression of these critical genes is affected by *RUS* depletion. Furthermore, *RUS* binding sites can be observed in introns of the E3 ubiquitin ligase genes *Itch* and *Fbxl17*. 

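*Fgf9* had a log2 fold change of −0.28 (SE 0.24, limma adjusted p = 0.413) on day 5 and −0.34 (SE 0.20, limma adjusted p = 0.196) on day 7. *Mapre3*, with 1 site in the 3′ UTR, had −0.090 (SE 0.052, limma adjusted p = 0.225) and −0.27 (SE 0.094, limma adjusted p = 0.0371); on day 5 it was called with TPM as deposited (−0.25, limma adjusted p = 0.0208) and under quantile normalization (−0.17, limma adjusted p = 0.0400), and on day 7 its adjusted p reached 0.0957 among the fits that each left out 1 library. *Ppp6c*, with 1 site, was lower on both days, at −0.36 (SE 0.080, limma adjusted p = 0.00816) and −0.32 (SE 0.041, limma adjusted p = 1.45e-04). *Dclk2* had 0.029 (limma adjusted p = 0.716) on day 5 and 0.41 (SE 0.036, limma adjusted p = 1.13e-05) on day 7, with a difference between the days of 0.37 (SE 0.061, limma adjusted p = 3.84e-04).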

Itch ubiquitinates Notch proteins for degradation to turn off Notch signaling (Chen et al, 2021). *Fbxl17* plays a pivotal role in Shh signaling by degrading Sufu to enable the translocation of Sufu-sequestered transcription factors to the nucleus (Raducu et al, 2016). Consequently, reduction of both factors after *RUS* depletion resulted in increased Notch signaling and reduced Shh signaling, consistent with our RNA-Seq data. 

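*Itch*, on chromosome 2 from 155133509 to 155226855 and with 3 sites in the 3′ UTR, had a log2 fold change of −0.46 (SE 0.12, limma adjusted p = 0.0164) on day 5 and −0.18 (SE 0.064, limma adjusted p = 0.0381) on day 7; on day 7 the call was lost without any 1 of replicates 2, 3 and 4 of either shRNA (limma adjusted p of up to 0.0910). *Fbxl17*, on chromosome 17 from 63057452 to 63500017 and with 1 site, had −0.36 (SE 0.14, limma adjusted p = 0.0895) and −0.19 (SE 0.12, limma adjusted p = 0.213). On day 5 it was called with TPM as deposited (−0.51, limma adjusted p = 0.0283) and without replicate 4 of shRNA RUS (−0.46, 0.0228) or replicate 1 of shRNA CON. In the authors' deposited table, *Fbxl17* was lower on both days (DESeq2 adjusted p = 2.79e-04 and 0.0335). *Sufu* had 0.14 (limma adjusted p = 0.206) and 0.39 (limma adjusted p = 0.00388), and was called on day 5 under quantile normalization (0.24, limma adjusted p = 0.0467). Among the target genes of Notch signaling, *Hes5*, with 1 site, had −0.67 (limma adjusted p = 0.0357) and −0.83 (limma adjusted p = 0.00304), *Hey1* 0.050 (limma adjusted p = 0.560) and −0.35 (limma adjusted p = 4.04e-05), *Hey2* 1.12 (limma adjusted p = 3.08e-05) and 0.64 (limma adjusted p = 9.11e-05), and *Nrarp*, with 1 site, −0.0030 and −0.053 without a call; *Heyl*, with 1 site, was tested on day 7 only (−1.33 (limma adjusted p = 0.00742)). As a list, their median was 0.058 above that of all genes on day 5 (camera adjusted p = 0.991) and −0.54 on day 7 (0.169), when 4 were called lower and 1 higher. The call of *Hes5* on day 5 was lost without replicate 3 or 4 of shRNA CON or without replicate 1, 3 or 4 of shRNA RUS (limma adjusted p of up to 0.0882). Of the target genes of Shh signaling, *Gli1* had −1.02 (limma adjusted p = 0.00455) and −0.82 (limma adjusted p = 0.00190), *Ptch1*, with 1 site, −0.57 (limma adjusted p = 0.00659) and −0.47 (limma adjusted p = 2.18e-05), *Hhip*, with 1 site, 0.066 (limma adjusted p = 0.870) and −0.98 (limma adjusted p = 0.0115), and *Nkx2-2*, with 1 site, −0.71 (limma adjusted p = 0.0739) and −1.26 (limma adjusted p = 3.16e-05); *Foxf1* was tested on day 5 only (0.66 (limma adjusted p = 0.203)). *Nkx2-2* was called on day 5 with TPM as deposited (−0.86, limma adjusted p = 0.0257). The median of this list was −0.42 on day 5 (camera adjusted p = 0.385) and −0.80 on day 7 (0.0119).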

Notch signaling is important for maintaining the active or quiescent NSC state by preventing neuronal differentiation (Sueda & Kageyama, 2019). Shh signaling regulates proliferation of neural precursors (Yao et al, 2016). By activating both genes *RUS* facilitates proliferation and ensures proper differentiation of neural precursor cells.

LncRNA often work by recruiting epigenetic regulators to locally concentrate them at target chromatin (Markaki et al, 2021). Our RNA-affinity purification relies on protein-*RUS* interactions formed under physiological conditions in intact cells and purifying complexes under native conditions. Because we wished to identify proteins interacting with the conserved exon 1 of *RUS*, we monitored the differential binding to RNA containing or lacking this sequence. This is a stringent approach because functionally meaningful proteins may well (and are indeed likely to) bind to the remainder of *RUS* as well, but they are not discussed here (but see Table S5). In the following, we discuss hypothetical scenarios, in which *RUS* recruits regulatory functions to chromosomal target loci. It is also possible that *RUS* sequesters the factors in competition with other interactors, which would have opposite effects on gene regulation compared with recruitment scenarios (Xi et al, 2022).

Among the proteins purified by full length *RUS* only, the prohibitin complex (consisting of Phb and Phb2) stands out. Prohibitin has functions in several cellular compartments, including mitochondria and nuclei (Wang et al, 2002; Fusaro et al, 2003; Rajalingam & Rudel, 2005; Koushyar et al, 2015). Prohibitin has been termed an oncogene, as it promotes proliferation and dedifferentiation in neuroblast cells (MacArthur et al, 2019) and a tumour suppressor gene beacuse it was shown to inhibit the cell cycle by repressing E2F-regulated genes via recruitment of the retinoblastoma protein and histone deacetylases (Wang et al, 2002). It is tempting to speculate that tethering the Phb complex to chromatin contributes to inhibition of proliferation and activation of apoptosis.

Strikingly, the RNA pull-down retrieved numerous proteins of the nuclear envelope. We scored six constituents of the nuclear lamina, including three types of lamins and lamin B receptor (Lbr). The inner nuclear membrane assembles a well-known repressive compartment to which inactive heterochromatin is tethered. These lamina-associated domains may be constitutive or facultative (van Steensel & Belmont, 2017). Conceivably, *RUS* mediates tethering of genes destined to be silenced to the lamina, where they acquire heterochromatic features. Such a scenario has precedent in the finding that the lncRNA *XIST* promotes X chromosome inactivation in female cells by tethering the target chromosome to the nuclear envelope via Lbr (Chun-Kan et al, 2016).

Repressive heterochromatin is also found at the surface of nucleoli (Kind et al, 2013; Vertii et al, 2019). Remarkably, we found 13 nucleolar proteins enriched specifically by *RUS* exon 1, which further supports the speculation that *RUS* partitions genes into silencing compartments. However, some of the retrieved nucleolar proteins also have nuclear functions. For example, NOC2L (NOC2 Like Nucleolar Associated Transcriptional Repressor, also known as NIR) associates with p53 in the nucleus to repress a subset of p53-target genes, including p21, by inhibition of histone acetylation (Hublitz et al, 2005). Interestingly, the exon 1 interactor NIFK (also a nucleolar protein with nuclear functions) also cooperates with p53 to silence the p21 promoter during checkpoint control (Takagi et al, 2001). Apparently, *RUS* also contributes to p21 silencing because the gene gained activity upon depletion of the lncRNA. Similarly, the exon-1 interactor Cdk5rap3 activates p53 activity by repressing its degradation by Hdm2 (Wang et al, 2006). Such a scenario provides a plausible and testable hypothesis for the observed cell cycle arrest at reduced *RUS* levels.

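*Cdkn1a*, which encodes p21, lies on chromosome 17 from 29090976 to 29100727 and holds 1 site in its 3′ UTR. It had 249.7 ± 10.0 in shRNA CON and 319 ± 27.8 in shRNA RUS on day 5 (scaled TPM), a log2 fold change of 0.35 (SE 0.068, limma adjusted p = 0.00376), and 194 ± 12.0 in shRNA CON and 314 ± 16.1 in shRNA RUS on day 7, a log2 fold change of 0.69 (SE 0.053, limma adjusted p = 5.37e-06). Under quantile normalization it was not called on day 5 (0.16, limma adjusted p = 0.0707). The difference between the days was 0.33 (SE 0.084, limma adjusted p = 0.00837).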

In addition to constituents of the nuclear lamina, we found 11 nuclear pore components (Nup11, Nup37, Nup43, Nup50, Nup54, Nup85, Nup93, Nup98, Nup107, Nup133, and Seh1l) among the exon 1 interactors. In addition to nuclear transport, the nuclear pore complex plays an important role in transcriptional regulation and cell identity, apparently by generating a microenvironment that fosters epigenetic regulation of associated genes (Pascual-Garcia & Capelson, 2021). In *Drosophila*, Nup93 is associated with genes repressed by the polycomb complex and is required for efficient repression (Gozalo et al, 2020).

By contrast, three nucleoporins bound *RUS* are predominantly associated with transcriptional activation. Nup98 acts as anchor point for enhancer (Pascual-Garcia et al, 2017) and activates transcription by recruiting the Wdr82-Set1A/COMPASS complex to regulate H3K4 trimethylation (Franks et al, 2017). Similarly, Nup107 and Seh1l activate transcription by assembling transcription factor (TF) complexes at the nuclear pore (Liu et al, 2019). It is tempting to speculate that *RUS* may mediate facultative association of gene loci with the nuclear periphery, which would then be subject to regulation of the corresponding microenvironment. This may initially involve an initial transcriptional activation to execute the differentiation programme. The subsequent compartmentalization of chromosomal loci into a repressive environment may serve to terminally silence cell cycle genes in mature neurons.

The exon 1 interactor HMG20A (also known as iBraf) is known to antagonize repressive LSD1–REST complexes. Because LSD1–REST–dependent H3K4 demethylation represses neuronal genes, HMG20A action promotes neuronal differentiation (Ceballos-Chávez et al, 2012; Garay et al, 2016). The interaction of *RUS* with HMG20A, therefore, likely affects neuronal differentiation, but whether the outcome is positive (through recruitment) or negative (through squelching) remains to be explored. Of note, REST expression increases upon *RUS* depletion, consistent with the observed inhibition of neurogenesis.

In summary, our mapping of putative target genes and *RUS* interactors are compatible with a range of testable, hypothetical and not mutually exclusive scenarios that may explain the observed change in phenotype and gene expression upon *RUS* depletion during differentiation of NSCs. We propose that *RUS* may be involved in several aspects of the neurogenic program in a highly context-dependent manner, including amplification of precursor cells and terminal neuronal differentiation.

## Materials and Methods

Used reagents, tools, and oligonucleotides are listed in Tables S1 and S2.

Table S1 Reagent and tool table.

Table S2 Oligonucleotides used.

### Cultivation and differentiation of primary NSCs

The isolation of cortical embryonic stem cells from E15-E16 murine cortices was approved by the animal welfare committees of LMU and the Bavarian state. Cortices were dissected from pooled mixed-sex embryonic brains, washed five times with Hanks Balanced Salt Solution and incubated in 0.5% trypsin–EDTA for 15 min. Cortices were then washed five times with MEM-HS supplemented with L-glutamine, essential amino acids, nonessential amino acids, and 10% horse serum. The single cells in suspension were pelleted at 200*g* for 5 min, and seeded at a density of 5 × 10^5^ cells/ml. NSCs were cultured in DMEM-F12 with 5% FCS, B27 supplement and 20 ng/ml basic fibroblast growth factor (bFGF) on poly-D-lysine-coated culture dishes at 37°C in 5% CO_2_ (Kilpatrick & Bartlett, 1993; Johe et al, 1996; Azari et al, 2011; Mukhtar et al, 2020). Every second day, the culture medium was supplemented with 20 ng/ml bFGF. Cells were passaged up to six times by trypsin digestion at 95% confluency by 1:2 dilution. Differentiation was induced 5 d after seeding in neurobasal medium with B27 supplement/0.25× GlutaMAX.

For RT-qPCR analysis or RNA-seq experiments, 3 × 10^5^ NSCs were seeded in 2 ml medium on 35-mm dishes. For microscopy experiments, 1.6 × 10^5^ NSCs were seeded in 1 ml medium on 12.8-mm dishes equipped with 12-mm coverslips.

Sh-mediated knockdown experiments were started 1 d after seeding by addition of 5 μl virus per 35-mm dish or 3 μl KD virus per 12.8-mm dish. To restore *RUS* expression, 10 or 6 μl *RUS* overexpression-virus per 35 or 12.8 mm dish, respectively, was added to KD cells 4 d after seeding.

### Cultivation of Neuro2A cells

Neuro2A cells were cultured in DMEM-GlutaMAX and 10% FCS at 37°C in 5% CO_2_.

### Immunohistochemistry

Cells were plated on poly-L-lysine-coated glass plates in a 24-well plate. All cell washes were carried out in PBS, all incubations were at RT. Cells were fixed in 4% PFA for 20 min at RT, washed once for 10 min, and blocked with blocking solution (0.3% Triton X-100, 2% donkey serum in PBS) for 30 min. The primary antibody (1:1,000) was diluted in 200 μl blocking solution and added for 1 h 30 min while shaking. The antibody solution was removed, and the cells were washed three times for 10 min. Cells were incubated with the secondary antibody (1:2,000) in 200 μl blocking solution for 1 h 30 min as before. After three 10-min washes, nuclei were stained for 15 min using DAPI (2-[4-amidinophenyl]-6-indolecarbamidine dihydrochloride) 1:1,000 in PBS. The cells were mounted in the presence of diazabicyclo-octane (DABCO). Stained cells were analyzed with a Leica DM8000 fluorescent microscope, and images were quantitatively processed with ImageJ. Images from DAPI and antibody staining were thresholded, colocalized, and watershed-transformed. The particles in the resulting overlay image were counted using the particle analyzer. Per experiment, 3–5 microscope fields on 3–4 plates each were recorded and analyzed.

### BrdU labeling

Cull culture medium was supplemented with 1 μg/ml bromodesoxyuridine. After 24 h, cells were immunostained with an anti-BrdU antibody.

### Quantitative reverse transcription-PCR (RT-qPCR)

RNA from cells, tissues or biochemical experiments was extracted with Trizol and chloroform and precipitated using 50% isopropanol and 15 μg linear acrylamide. RNA was washed twice with 75% EtOH, dissolved in nuclease-free water, and reverse-transcribed using MMuLV RT (Thermo Fisher Scientific) and oligodT(18-20). ChIRP and RIP-purified RNA was amplified with random hexamers. RT-qPCR analysis was performed with 1 μM of each primer in Fast SYBR Green Master Mix (Thermo Fisher Scientific). The ∆Ct values were normalized with amplicons detecting against TATA-binding protein (*TBP*) mRNA.

### 3′ RACE

The *RUS* 3′-end was cloned from a hippocampal RNA using the FirstChoice RLM-RACE Kit (Thermo Fisher Scientific). One microgram of RNA was reverse-transcribed using an anchored 3′ RACE oligo(dT) primer. This was followed by two rounds of nested PCR using RUS-3′-RACE as forward and 3′-outer primers and 3′-inner as reverse primer. The PCR product was gel-purified and sequenced.

### Generation of the RUS knockdown vector

ShRNAs were designed according to standard procedures (Yuan et al, 2004). In brief, 100 pmol *RUS*-sh-FW and 100 pmol RUS-sh-RV were annealed in 50 μl NEB2.1. The annealed fragment was cloned into pLKO.1-TRC-Puro vector, linearized with AgeI and EcoRI (Moffat et al, 2006), and amplified in Dh5α. For pLKO.1 vectors containing GFP as a selection marker, the puromycin resistance gene was replaced with the GFP gene via BamHI and KpnI restriction sites. Towards this end, the GFP cDNA was amplified from pLenti-CMV-GFP-Hygro (Campeau et al, 2009) by PCR using the primers: BamH-GFP-fw and Kpn-GFP-rv.

### Construction of pcDNA-5FRT-5xMS2

pcDNA.5-FRT vectors used to generate stable FlpIN Neuro2A cells were equipped with 5xMS2 stem-loops. The 3xMS2 stem-loop sequence was PCR-amplified with the primers MS2_fw and MS2_rv from pAdMl3-(MS2)_3_, digested with BamHI and XbaI, and ligated to BamHI/ XbaI-linearized pcDNA5-FRT. Upon amplification in Dh5α, one clone fortuitously expanded 3xMS2 stem-loops to 5xMS2 stem-loops. This clone was used.

### Generation of RUS overexpression vector

*RUS* and ∆5′*RUS* sequences of isoform 1 missing exon 4 were isolated from a hippocampal cDNA library by PCR with the primers: RUS-LIC-fw or ∆5′ RUS-LIC-fw, respectively, and RUS-LIC-rv and cloned into pcDNA-5-FRT or pcDNA.5-FRT-5xMS2 (Thermo Fisher Scientific) via LIC cloning (Wang et al, 2012) and amplified in Dh5α. For rescue experiments, the *RUS* cDNA targeted by shRNA^*RUS*^ was shuffled into pLenti-CMV-GFP-Hygro (Campeau et al, 2009) via ClaI and ApaI restriction sites to replace GFP and the hygromycin resistance gene. All constructs were verified by sequencing.

### Construction of pLenti-FRT

pLenti-GFP-Puro (Campeau et al, 2009) was digested with XbaI and BamHI to remove GFP downstream of the CMV promoter. FRT site was generated by annealing the oligonucleotides FRT_fw and FRT_rv. For annealing, 100 pmol of each oligonucleotide was heated in 50 μl NEB 2.1–95°C for 5 min and slowly cooled down. 2 μl annealing scale was ligated into 20 ng digested vector and transformed in Dh5α.

### Production of lentiviral particles

All lentiviral experiments were conducted according to standard protocols (Moffat et al, 2006) and approved by the Bavarian state. 3 × 10^6^ HEK293T cells were seeded in 8 ml DMEM-GlutMax supplemented with 8% FCS on a 10 cm culture dish. Per virus production, four 10-cm dishes were seeded. Next day, 53 μg DNA in a molar ratio of 2:1:1 of lentiviral-vector: psPAX2: pMD2.G transfected into 50–70% confluent cells. The medium was changed next day. 2 d after transfection, viral particles were purified by sedimentation (87,000*g*, 2 h) from the medium and dissolved in 200 μl TBS5 (50 mM Tris–HCl, pH 7.8, 130 mM NaCl, 10 mM KCl, 5 mM MgCl_2_, and 10% BSA).

### Subcellular fractionation

Subcellular fractionation was adapted from Gagnon et al (2014). Briefly, cells were lysed in ice-cold hypotonic lysis buffer (HLB; 10 mM Tris–HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.3% NP-40, and 10% glycerol) for 10 min on ice. The cytoplasm was harvested by centrifugation (1,000*g*, 5 min) and the nuclear pellet was washed thrice in HLB. Nuclei were incubated in ice-cold modified Wuarin–Schibler buffer (MWS; 10 mM Tris–HCl, pH 7.5, 4 mM EDTA, 0.3 M NaCl, 1 M urea, and 1% NP-40) for 15 min on ice. The nucleoplasm was separated from the chromatin by centrifugation (1,000*g*, 5 min). The RNA in the cytoplasmic and nucleoplasmic fractions was ethanol-precipitated and subjected along with the chromatin pellet for RNA purification.

### RNA-seq analysis

Total RNA was isolated and polyA-enriched. After reverse transcription, the cDNA was fragmented, end-repaired, and polyA-tailed. Solexa sequencing adaptors were ligated, and adaptor-modified fragments were enriched by 10–18 cycles of PCR amplification. Quantity and the size of the sequencing library were accessed on a Bioanalyzer before sequencing on an Illumina NextSeq 500 platform. Sequencing reads from FASTAQ files were aligned the STAR Aligner version (Dobin et al, 2013) and quantified using rsem (Li & Dewey, 2011). The reference genome used for alignment was constructed using the mm10 fasta file and GRCm38.99 transcript table. Quantified values were further statistically evaluated using Bioconductor’s DeSeq2 package (Love et al, 2014). Expression changes with an FDR < 0.05 were considered significant. Among them, genes with a stat < −2 or >2 were extracted as down- or up-regulated genes, respectively (Table S3).

Table S3 Differential gene expression analysis measured by RNA-Seq.

### GO term enrichment analysis

GO enrichment used the Web-based PANTHER software (Mi et al, 2013). The deregulated genes enriching for GO terms of interest were extracted from the provided xml file and matched to their expression values using R.

### ChIRP-seq analysis

NSCs from 8 × 15-cm dishes were harvested 7 d after seeding and washed twice with PBS. Cells were cross-linked in 100 ml 1% glutaraldehyde for 10 min at RT. Cross-linking was quenched 125 mM glycine for 5 min. Cells were pelleted at 1,000*g* for 5 min. ChIRP was performed according to Chu et al (2011). Cross-linked cells were washed twice in PBS and lysed in 2 ml ChIRP-lysis buffer (50 mM Tris–HCl pH 7.0, 10 mM EDTA, 1% SDS, 1 mM PMSF, 1× protease inhibitor, SuperaseIn 100 U/ml). Chromatin shearing by Bioruptor typically yielded fragments of 150–600 bp. Sheared chromatin was diluted with 4 ml ChIRP-hybridization buffer (50 mM Tris–HCl pH 7.0, 750 mM NaCl, 15% [m/v] formamide, 1 mM EDTA, 1% SDS, with protease and RNase inhibitors) and divided into two aliquots, which were hybridized with 100 pmol biotinylated “odd” and “even” probe sets, respectively, at 37°C for 4 h with continuous rotation. Then 1 mg of magnetic streptavidin bead suspension (Thermo Fisher Scientific) in ChIRP-Lysis buffer were added and incubated for 30 min at 37°C with continuous rotation. Beads were washed five times with 1 ml ChIRP Wash buffer (300 mM NaCl, 30 mM Na_3_-citrate, 0.1% SDS, and 1 mM PMSF) for 5 min at 37°C. 90% of bead material was used for DNA isolation and 10% for RNA isolation. The enrichment of *RUS*, *TBP* mRNA, *MALAT*, and *XIST* was analyzed by RT-qPCR.

Isolated DNA was processed alongside an input chromatin sample. Ends were blunted with T4 DNA polymerase and polynucleotide kinase and an AMP was added. Solexa sequencing adaptors were ligated and adaptor-modified fragments were enriched by 10–18 cycles of PCR amplification. Sequencing libraries were size-selected on AMPure Beads (Beckman Coulter), quality-controlled on a Bioanalyzer (Agilent) and sequenced on an Illumina NextSeq-500 platform.

Sequencing reads from FASTQ files were aligned with bowtie2 (Langmead & Salzberg, 2012) to mm10. Multimapping reads were removed using samtools (Li et al, 2009). ChIRP peaks were called with MACS1.4 for both probe sets independently (Feng et al, 2012). The deeptools package was used to generate the bedgaph files (Ramírez et al, 2016). Bedtools (Quinlan & Hall, 2010) and python 2.7 matched even and odd bedgraph files into a single bedgraph file via the “take-lower” method. The experiment was performed in triplicates. Only peaks occurring in each even and odd sample and in all three data sets called with Bioconductor’s GenomicRanges package (Lawrence et al, 2013) were considered valid *RUS* binding sites. The overlap demanded a minimal distance of 200 bp between the “even” and “odd” summit. Probe sequences within overlapping peaks were detected using Fimo (Grant et al, 2011) of the MEME software (Bailey et al, 2015) and removed using a cutoff of p < 1 × 10^−8^ before further analysis using GenomicRanges (Lawrence et al, 2013).

Filtered peaks were annotated with Homer (Heinz et al, 2010) using mm10 as reference genome (Table S4). The obtained annotation statistic was used to calculate the distribution of *RUS* peaks within promoter, intergenic, intron, and close to repetitive sites. The annotated neighboring genes of *RUS* peaks were considered putative *RUS* target genes. GO term enrichment of putative target genes used the Web-based PANTHER software (Mi et al, 2013). Next, putative target gene expression and changes upon in shRNA^*CON*^ and shRNA^*RUS*^ treatment on day 5 and 7 were extracted from the RNA-seq data using the R-package SummarizedExperiments and DeSeq2 (Table S4). Expression changes with an FDR < 0.05 were considered significant. Among them, genes with a stat < −2 or >2 were considered as down- or up-regulated genes. Expression values of both time points were merged, log_2_-transformed, and ranked by hierarchically clustering using the Euclidean distance method in R. Furthermore, the correlation between *RUS* and putative target gene expression was calculated using the Pearson correlation coefficient on both time points separately (Table S4).

Table S4 RUS genomic binding sites measured by ChIRP-Seq and expression of putative target genes.

### MS2 affinity purification of RUS interactors

Stable pools of Neuro2A cells expressing 5xMS2-tagged *RUS* were generated as follows. 5 × 10^4^ Neuro2A cells were transfected with 5 μl pLenti-FRT virus and 2 d later selected in GlutMax, 8% FCS supplemented with 2 μg/ml puromycin and expanded. 10^6^ Neuro2A-FRT cells were seeded on a 10-cm culture dish. On the next day, cells were transfected with 15 μg plasmid DNA, consisting of a molar ratio of 1:6 (up to 1:9) of pcDNA5-lncRNA-5xMS2: pCSFLPe (encoding the flipase). Plasmids were diluted appropriately in 300 μl 150 mM NaCl and 15 μl JetPEI (2.6 μg/μl) and mixed. After 30 min equilibration at RT, the solution was added dropwise to Neuro2-FRT cells. 2 d later, cells were transferred to a new 10-cm dish and selected in GlutaMax 8% FCS, 2 μg/ml puromycin, and 600 μg/ml hygromycin. The medium was replaced every second day to remove cell debris. Colonies formed 7–10 d after transfection. They were harvested and further cultivated.

Nuclear extract from MS2-tagged *RUS*-expressing Neuro2A cells was prepared typically from 8 × 10^7^ cells without dialysis, according to Dignam et al (1983). Extract preparation and MS2-affinity purification were carried out at 4°C. Cell pellets were suspended in 5 vol buffer A (10 mM Hepes, pH 7.9 at 4°C, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, and 200 U/ml RNAsin) and incubated for 10 min. Cells were homogenized with a Dounce tissue grinder. Nuclei were pelleted at 500*g* for 10 min, washed with five nuclear volumes (vol) buffer A, dissolved in one vol buffer C (20 mM Hepes, pH 7.9, 25% [vol/vol] glycerol, 0.42 M KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.5 mM PMSF, 0.5 mM DTT, and 200 U/ml RNAsin) and homogenized again with a Dounce tissue grinder. After gentle rotation for 30 min, chromatin was pelleted at 17,000*g* for 30 min. The supernatant was diluted with 1 vol buffer G (20 mM Hepes, pH 7.9, 20% [vol/vol] glycerol, 0.2 mM EDTA, 0.5 mM PMSF, 0.5 mM DTT, and 200 U/ml RNAsin) and used for affinity purification.

Standard MS2-affinity purification was carried out on supernatant containing 1 mg protein. To this, 760 pmol yeast t-RNA competitor and 120 pmol recombinant MS2BP-MBP (Jurica et al, 2002; Zhou & Reed, 2003) was added. After 2 h of gentle rotation, 50 μl equilibrated amylose resin (New England Biolabs) was added and incubation continued for 2 h. The resin was pelleted at 1,900*g* for 1 min and washed thrice with 900 μl buffer D (buffer G containing 0.1 M KCl and lacking RNasin) and thrice 900 μl buffer F (buffer D containing 1.5 mM MgCl_2_).

RNA-interacting proteins were identified by mass spectrometry. Interacting proteins were eluted with 50 μg RNAse A in 80 μl buffer D at 37°C for 10 min. The resin was pelleted at 1,900*g* for 1 min at 4°C and the supernatant subjected to filter-aided sample preparation (Wiśniewski et al, 2009), and peptides were desalted using C18 StageTips, dried by vacuum centrifugation, and dissolved in 20 μl 0.1% formic acid. Samples were analyzed on a Easy nLC 1,000 coupled online to a Q-Exactive mass spectrometer (Thermo Fisher Scientific). 8 μl peptide solution per sample were separated on a self-packed C18 column (30 cm × 75 μm; ReproSil-Pur 120 C18-AQ, 1.9 μm, Dr. Maisch GmbH) using a 180-min binary gradient of water and acetonitrile supplemented with 0.1% formic acid (0 min, 2% B; 3:30 min, 5% B; 137:30 min, 25% B; 168:30 min, 35% B; 182:30 min, 60% B) at 50°C column temperature. A top 10 DDA method was used. Full scan MS spectra were acquired with a resolution of 70,000. Fragment ion spectra were recorded using a 2 m/z isolation window, 75 ms maximum trapping time with an AGC target of 10^5^ ions.

The raw data were analyzed with the MaxQuant (version 2.0.1.0) software (Cox & Mann, 2008) using a one protein per gene canonical database of *Mus musculus* from UniProt (download : 2021-04-09; 21,998 entries). Trypsin was defined as protease. Two missed cleavages were allowed for the database search. The option first search was used to recalibrate the peptide masses within a window of 20 ppm. For the main search, peptide and peptide fragment mass tolerances were set to 4.5 and 20 ppm, respectively. Carbamidomethylation of cysteine was defined as a static modification. Acetylation of the protein N terminus as well as oxidation of methionine set as variable modifications. Match between runs was enabled with a retention time window of 1 min. Two ratio counts of unique peptides were required for LFQ.

Output files were further analyzed using the software Perseus (Tyanova et al, 2016). Proteins identified by site, reverse matching peptides and contaminants were removed and LFQ intensities were log_2_-transformed. Next, only protein groups with five out of five quantifications in one condition were considered for relative protein quantification. To account for proteins that were only consistently quantified in one condition, data imputation was used with a down-shift of 2 and a width of 0.2. A permutation-based FDR correction (Tusher et al, 2001) for multiple hypotheses was applied (*P* = 0.05; s0 = 0.1). Proteins were considered enriched if the fold change was greater than two and the *P*-value less than 0.002 (Table S5).

Table S5 Statistical evaluation of identified and quantified proteins after RUS affinity purifications by LC–MS.

### RNA immunoprecipitation

Protein A/G-Agarose beads (35 μl; Thermo Fisher Scientific) were blocked overnight with 1% BSA in buffer D. To nuclear extract from 5 × 10^6^ NSC 760 pmol yeast tRNA, 300 μg salmon sperm DNA and 4 μg Lbr antibody were added and incubated for 2 h at 4°C under gentle rotation. Anti-rabbit IgG was used as a negative control. The binding reaction was added to blocked Protein A/G–Agarose and incubated for 2 h at 4°C with gentle rotation. Protein A/G beads were sedimented, washed 5× with 900 μl buffer D, suspended in 800 μl Trizol, and subject to RNA extraction. RUS levels were analyzed by RT-qPCR analysis and compared against the IgG purification. The experiment was performed in triplicates and statistically evaluated by a one-tailored *t* test using Bonferroni *P*-value adjustment.

## Data Availability

The RNA-Seq and ChIRP Seq data from this publication were deposited to the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo) with accessions GSE196487, GSE196527, respectively. The protein interaction AP-MS data can be found at the PRIDE repository (Perez-Riverol et al, 2022) (http://www.ebi.ac.uk/pride/archive) with the accession PXD031664. Computer scripts are deposited on GitHub (https://github.com/MariusFSchneider/Schneider22).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

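The RNA-seq libraries of the knockdown experiment were analysed: NSC from cortices of mouse embryos at E15 to E16, with shRNA CON or shRNA RUS, on day 5 and day 7 after seeding, 4 libraries for each shRNA and day and 16 in all. The deposited labels and the paper differ in 2 details of the medium, 40 against 20 ng/ml for bFGF and 1x against 0.25x for GlutaMAX. Libraries were grouped by shRNA and day as labelled.

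The authors enriched polyA RNA, sequenced it on an Illumina NextSeq, aligned the reads with STAR to a reference built from mm10 and the GRCm38.99 transcript table, and quantified them with RSEM. The authors deposited a table per day with TPM per library, a unit that is scaled to a sum of 1000000 within each library, and the results of their own comparison with DESeq2: a mean of normalized signal over the libraries (the base mean), a log2 fold change with its standard error, a test statistic that serves as a score, a p-value and an adjusted p-value. These deposited log2 fold changes, scores and p-values are the authors' and were used only for comparison. The tables hold TPM and no counts, so the number of reads per library is unknown, and no interval or detection limit that needs it is given. The sum of the TPM of a library lay between 999999.3 and 1000000.7, and between 25615 and 29126 genes had a TPM above 0.

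Each table has 55471 lines that name genes by symbol. On day 5, 3 lines name no gene; 114 symbols on day 5 and 113 on day 7 stand on more than 1 line; and 14 symbols on day 7 had been turned into dates. For the comparison between the days, lines with the same symbol at the same place in both tables were used, and 106 lines whose symbols differ or are missing were left out. Positions and 3′ UTR sequences came from the GENCODE vM21 annotation and the genome of the same build, GRCm38, by symbol; that release is not the one the authors used.

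Values were analysed with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. TPM were divided by library factors (median ratio to the geometric mean over the libraries of a fit, from genes with at least 1 TPM in all of them), and 0.1 was added before the log2. Genes with a mean of at least 0.1 TPM in a fit were tested with limma's lmFit and eBayes with a trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were shRNA RUS with shRNA CON on each day, day 7 with day 5 in shRNA CON, and the difference of the knockdown effect between the days; the last 2 used 1 fit over the 16 libraries. The test was checked on data simulated with the means and spreads of these libraries. For *Gm20754* and the principal components, exact two-sided permutation tests over the 70 arrangements of 4 against 4 libraries were used.

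The genes named in the text were set by a rule: the 43 genes that the paper names for these data, the Notch and Shh target lists, 4 Y-linked genes and *Xist*, and on each day the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 1 TPM and no overlap between the groups. These are 79 genes, of which some are counted but not reported here.

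Gene lists were tested with camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The 18 lists, written by hand, are S phase, G2/M phase, mitotic spindle, neuronal microtubule, motile cilia, pro-apoptotic, p53 targets, mature neuron, proneural, astrocyte, oligodendrocyte lineage, microglia, fibroblast and vascular, interferon response, integrated stress response, Notch targets, Shh targets and Y-linked genes. The genes of Fig 3B, Fig 3C and the text were counted and not tested, since the paper chose them on these libraries. No GO annotation was used here.

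For the 66 putative target genes of Table S4, the share called was set against 10000 random lists of genes matched on mean log2 expression in 20 bins. Checked on simulated lists, this test gave a p under 0.05 in 20 of 20 runs with a raised share and in 3 of 20 runs with a share as in all genes. Correlations with *Gm20754* used TPM as deposited over the 8 libraries of a day, with exact p over 40320 pairings and adjustment over the 66 genes.

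The alternatives were a pseudocount of 1 or 0.01, a filter at a mean of 1 TPM or no filter, TPM as deposited, quantile normalization, scaling to the 75th percentile, eBayes without a trend, the replicate number as a block, a fold change of at least 1.5, and leaving out each library in turn. These alternatives, the rule for the named genes, the lists, the limma, camera and permutation tests above, the comparison with random lists and the correlations were set before the data were examined. The other tests, among them those of the position of peaks, of single libraries standing apart, of genes that rose in shRNA CON and of words in 3′ UTRs, were added later. A pair of alternatives that need counts was not run. Other splits of the libraries were fitted in full, 35 for each comparison of 4 with 4 and 100 drawn relabellings for the difference between the days. A scan of all words of 7 bases in 3′ UTRs covered genes with a mean of at least 1 TPM and words found in at least 100 genes; the classes of sites were compared with 1000 resamples. ChIRP-seq, proteomics, RT-qPCR and imaging were not analysed here.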

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

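The tests of a mislabelled library and of a lower share of microglia were chosen only after the result was seen.

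In each group of 4 libraries, the gap from the highest or lowest library to the nearest of the others was divided by the range of the group. Of 305 such groups for the named genes and the first principal component, 28 had a ratio above the critical value of Dixon's test for 4 values, where chance gives about 1 in 20 groups, or 15.2. They were spread over the groups, with 8 in shRNA CON and 4 in shRNA RUS on day 5 and 11 and 5 on day 7, and 3 of them are replicate 4 of shRNA RUS on day 5. In shRNA CON on day 5, replicate 1 stood apart for *Rest* (0.832), *Dll1* (0.869), *Grin3a* (0.878), *Ptch1* (0.837) and *Xist* (0.870), replicate 3 for *Kcna1* (0.900) and replicate 4 for *Hes1* (0.861). In shRNA RUS on day 5, replicate 4 stood apart for *Rest* (0.926), *Ptch1* (0.846) and *Serpinb1a* (0.859), and replicate 3 for *Gm17122* (1.00), which is at 0.47 TPM there and at 0 in the others. In shRNA CON on day 7, replicate 1 stood apart for *Hey1* (0.948), replicate 2 for *Gabrb1* (0.893), *Gm28872* (1.00) and *Gm25600* (0.924), replicate 3 for the first principal component (0.898) and *Gm14822* (1.00), and replicate 4 for *Pax6* (0.858), *Bak1* (0.857), *Fgf9* (0.903), *Sufu* (0.837) and *Ccn5* (0.871). In shRNA RUS on day 7, replicate 1 stood apart for *Map2* (0.834), *Grin3a* (0.891), *Itch* (0.960) and *9630013A20Rik* (0.867), and replicate 4 for *Mapt* (0.859). No biological explanation was tested for these, since the labels give none for single replicates.

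Replicate 4 of shRNA RUS on day 5 lay nearer to the controls than the other 3 on the first principal component. Over the genes for which the other 3 all lay above or all below the 4 controls, at least 1.5-fold apart, its values were shifted towards shRNA CON by a median of 0.265 of the difference between the groups, where a mislabelled library would lie at the other group. The shift was 0.42 for genes higher in shRNA RUS and 0.202 for genes lower in it, a difference of 0.218; RNA of control-like cells mixed into the library would shift both by the same share. Less activity of the shRNA in that culture and other causes that move a library towards the controls stay open. *Gm20754* was at 0.32 TPM in this library, above the 4 controls (0.11 to 0.24 TPM) and the other 3 (0 to 0.12 TPM). Few reads stand behind these values, so they do not decide between the causes. Genes whose 3′ UTR holds the word CCTGGAT were shifted by −0.153 in it relative to genes without the word, against −0.266, −0.268 and −0.296 in the other 3, but these genes were chosen as lower with shRNA RUS, so any such cause would shrink this shift, and the values do not tell them apart.

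The effect of shRNA RUS differed between day 5 and day 7 for 7090 genes (limma, difference of the 2 log2 fold changes), among them 23 of the 43 genes that the paper names. The difference was positive for *Notch2* (1.46), *Notch1* (1.01), *Bche* (0.97), *Foxo3* (0.75), *Dcx* (0.62), *Dpp9* (0.56), *Slitrk3* (0.55), *Hes1* (0.51), *Mapt* (0.51), *App* (0.49), *Rest* (0.42), *Dclk2* (0.37), *Arid1b* (0.36), *Cdkn1a* (0.33) and *Bin1* (0.26). It was negative for *Neurog2* (−1.12), *Shh* (−0.97), *Grin3a* (−0.61), *Pcna* (−0.40), *Nes* (−0.33), *Bak1* (−0.32) and *Gfap* (−0.26). The call was lost for *Bin1* in 16 of 25 alternatives, for *Hes1* in 14 of 25, for *Neurog2* in 10 of 24 and for *Slitrk3* in 7 of 25, and for *Gfap*, *Nes* and *Bak1* in 1 or 2. The scaling between libraries bears on these values: under quantile normalization the difference for *Gfap* was 0.0053, and with TPM as deposited 5700 differences were called above 0 and 2053 below, against 3626 and 3464. Of 100 relabellings of the libraries, the real one included, 2 gave as many genes; the other, with 7774 genes, kept the labels of day 7 and exchanged 3 of the 4 labels of each shRNA on day 5, which comes close to adding the effects of the 2 days. The labels give no batch, and a batch that adds the same shift to both shRNAs of a day cancels in this comparison. The cells also change between the days, with 6394 genes rising and 5133 falling in shRNA CON. The change of *Gm20754* was not called (limma adjusted p = 0.114). Its values in shRNA CON were nevertheless all higher on day 7 (0.26 to 0.72 TPM) than on day 5 (0.11 to 0.24 TPM). No test separated biological explanations.

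Lists of genes that the paper does not discuss were lower with shRNA RUS, given as the median log2 fold change minus that of all genes. The motile cilia list was at −0.30 on day 5 (12 of 19 called lower and 1 higher, camera adjusted p = 4.72e-04) and −0.89 on day 7 (19 of 19, 1.01e-09). The oligodendrocyte lineage list was at −0.66 (5 of 16 called lower and 1 higher, 0.0472) and −1.02 (12 lower and 1 higher, 0.0119). The interferon response list was at −0.25 (11 of 26 called lower and 1 higher, 0.00885) and −0.57 (20 lower and 3 higher, 7.77e-04). With an estimated correlation, the adjusted p of these lists lay between 0.13 and 0.478 on both days, and with fry between 2.64e-05 and 0.0178. The oligodendrocyte lineage list was also not called on day 5 over genes with a mean of at least 1 TPM, with TPM as deposited, under quantile normalization, or without replicate 1 or 4 of shRNA CON or replicate 4 of shRNA RUS. Of the 11 oligodendrocyte genes used in the scan of 3′ UTRs, 6 hold a site, and the median of the others was −0.67 on day 5, against −0.69 for all 11, and −0.29 on day 7, against −0.83. No biological explanation was tested for these 3 lists.

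The microglia list was lower on day 7, with a median of −0.90 relative to all genes (16 of 16 called lower, camera adjusted p = 9.86e-09), and not on day 5 (0.047, 0.701); the difference between the days was not tested for lists. All 16 genes were expressed in the cultures with shRNA CON on day 7. The log2 fold change of *C1qa* was −1.04. A lower share of microglia in the culture would lower all of these genes alike, but they ranged from −0.47 for *P2ry12* to −1.56 for *C5ar1*, and an interval of 2 SE to either side covered the median of the list for a share of 0.312 of the genes. A lower share together with a change of the state of the microglia stays open.

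*Xist* was lower with shRNA RUS on both days, by −0.57 (limma adjusted p = 0.00228) and −0.28 (limma adjusted p = 0.0106); it overlaps *Tsix*. The cultures hold cells of both sexes, and a different mix of male and female embryos would move the Y-linked genes the other way. Beside *Xist* at −0.568, *Ddx3y* and *Uty* were called lower on day 5 (−0.93 and −0.63), and *Ddx3y* and *Eif2s3y* on day 7 (−0.39 and −0.18); 0 Y-linked genes were called higher. As a list, the 4 Y-linked genes were at −0.39 on day 5 (camera adjusted p = 0.0874) and −0.16 on day 7 (0.399). The calls of *Eif2s3y* on day 7 and *Uty* on day 5 were lost under 1 or more alternatives, and all 4 Y-linked genes hold a site in the 3′ UTR, 2 in *Ddx3y*. A lower expression of *Xist* per cell stays open.

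*Bche*, the nearest gene on the far side of *Gm20754* from *Slitrk3*, was higher with shRNA RUS on both days (0.67 on day 5 and 1.66 on day 7). It was called in every alternative run for it, the scalings included. With TPM as deposited, its log2 fold change on day 5 was 0.52, against a median of all genes of −0.205. An effect of *RUS* on its neighbor and an indirect change stay open, as among the 7383 and 12108 genes called on these days neither was tested apart.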

How the results depend on the processing

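No test was chosen here after a result was seen. Of the log2 fold changes of single genes per day (132 results), 1114 of 1172 values under other settings kept their direction and their side of the threshold, 34 fell short of it, 12 newly passed it and 12 reversed; of 1055 values with 1 library left out, these counts were 987, 46, 8 and 14. For the changes between the days (84 results), they were 676, 29, 23 and 18 of 746 under other settings and 1249, 64, 19 and 12 of 1344 with 1 library left out. For the lists (36 results), they were 347, 23, 13 and 12 of 395, and 275, 4, 1 and 8 of 288. Of the counts, 131 of 142 under other settings and 175 of 176 with 1 library left out stayed within 1.5 times the main count. All 60 values of the correlations of *Arid1b*, *App* and *Kcna1* kept their sign and side of the threshold. *Heyl* on day 5 and *Foxf1* on day 7 have no value, as their mean TPM was under 0.1. The 2 alternatives that need counts (size factors with a Wald test, and no filter on low counts) were not run, as the tables hold TPM. The replicate numbers did not pair libraries: within a day, libraries with the same number correlated between −0.252 and 0.101.

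With TPM as deposited, 1768 genes were called higher on day 5, of the putative target genes 1 was called higher and 23 lower, and 5700 differences between the days were called above and 2053 below 0. This setting keeps the shift between the groups that the library factors remove. The pro-apoptotic list on day 5 was no longer called (0.26). The direction of the test reversed on day 5 for the Notch targets (0.045) and the p53 targets (0.11), and the sign for *Hey1* (−0.11), *Hhip* (−0.043), *Dclk2* (−0.13), *Dpp9* (−0.13) and *Sufu* (−0.022). Reversed changes in shRNA CON between the days were those of *Pcna* (0.088), *Pax6* (0.097), *Foxo3* (0.052), *Dpp9* (0.11) and *Sufu* (0.076), and reversed differences of the knockdown effect those of *Pax6* (0.11), *Camk2a* (0.034), *Gabrb1* (0.017), *Fgf9* (0.066) and *Slc1a3* (0.12).

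Under quantile normalization, the pro-apoptotic list on day 5 was not called (0.19), and the test reversed on day 5 for the Notch targets (−0.0050), p53 targets (−0.036) and astrocyte genes (0.033). On day 5 the sign reversed for *Nrarp* (0.096, and 0.024 on day 7), *Neurog2* (0.016), *Arid1b* (0.090), *Dclk2* (−0.095), *Kcna5* (0.099) and *App* (−0.025). Between the days in shRNA CON it reversed for *Pcna* (0.16), *Pax6* (0.015) and *Fbxl17* (−0.061), and for the difference of the knockdown effect for *Mki67* (−0.064), *Gfap* (0.0053), *Pax6* (0.0039) and *Slc1a3* (0.36). Scaling to the 75th percentile reversed the test of the Notch targets on day 5 (0.058) and the change of *Fbxl17* (−0.0014). The cause was not tested.

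Over genes with a mean of at least 1 TPM, the pro-apoptotic list on day 5 (0.23) and the Shh targets on day 7 (−0.82) were not called and the Notch targets on day 5 reversed (0.011). Over all genes with a TPM above 0, the pro-apoptotic list on day 7 was called (0.18), and the Notch targets on day 5 (−0.26) and the integrated stress response on day 7 (0.15) reversed. With the replicate block, 2231 genes and 4 putative targets were called higher on day 5, and the Notch targets on day 5 (0.058) and the integrated stress response on day 7 (0.14) reversed. With the replicate block, *Hes5*, *Uty*, *Rest*, *Grin3a* and *Slitrk3* lost their call on day 5 and *Fbxl17* gained one; on day 7, *Eif2s3y*, *Itch*, *Mapre3* and *Slc1a3* lost theirs and *Gm20754* gained one. At a fold change of at least 1.5, 865 genes were called higher and 1934 lower on day 5, and 2421 and 3214 on day 7, as the rule is stricter by construction.

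With an estimated correlation, which widens the test where the genes of a list vary together, the pro-apoptotic list on day 5 (0.27) and on day 7 the S phase (−0.87), G2/M phase (−1.22), mitotic spindle (−1.17), mature neuron (0.30) and Shh target (−0.80) lists were no longer called. With fry, which tests each list by itself, the lists newly called were on day 5 the Shh targets (−0.42), neuronal microtubules (−0.050), astrocyte (0.16), fibroblast and vascular (−0.045) and Y-linked genes (−0.39), and on day 7 the pro-apoptotic list (0.18), the Notch targets (−0.54), p53 targets (0.16), neuronal microtubules (0.095), proneural (−0.0020) and fibroblast and vascular genes (0.31), and the p53 targets on day 5 (0.12) reversed. A median of a list can keep its sign where the direction of the test, which weighs all its genes, reverses.

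Across the fits that each left out 1 library, the putative targets called higher on day 5 ranged from 5 without replicate 3 of shRNA CON to 10 without replicate 4 of shRNA RUS. The pro-apoptotic list on day 5 ranged from 0.26 to 0.32, microglia on day 5 from 0.0083 to 0.062, the Notch targets on day 5 from −0.15 without replicate 1 of shRNA CON to 0.16, and the integrated stress response on day 7 from 0.11 to 0.16. On day 5, *Nrarp* ranged from −0.21 to 0.21, *Hhip* from −0.094 without replicate 4 of shRNA CON to 0.17, *Sox2* from −0.080 to 0.085, *Arid1b* from −0.044 to 0.028, *Dclk2* from −0.0031 to 0.063 and *Dpp9* from −0.0047 to 0.097. On day 7, *Tubb3* ranged from −0.012 to 0.073. Between the days in shRNA CON, *Mki67* ranged from −0.013 to 0.063 and *Fbxl17* from −0.075 to 0.12, and for the difference of the knockdown effect *Mki67* from −0.011 to 0.17, *Fgf9* from −0.19 to 0.098 and *Ppp6c* from −0.037 to 0.084.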

Differences from the paper's values

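No test was chosen here after a result was seen. The paper gives 24% of genes as elevated on day 5; the limma test called 14.8% of the genes tested higher. The difference fell below the limit over genes with a mean of at least 1 TPM and without replicate 4 of shRNA RUS on day 5, and stayed in the other 15 of the 17 alternatives set before the data were examined.

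The paper gives 54% of the putative target genes as changed on day 5, against 34.8% here. With TPM as deposited, under quantile normalization and without replicate 4 of shRNA RUS on day 5, the values were within the limit; in the other 14 they were not.

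For *Arid1b* on day 5, the paper's log2 fold change in Table S4 is 0.072 (its error of 0.072 is a standard error) and the value here is −0.0053. The signs were the same under quantile normalization, and without replicate 1 of shRNA CON or replicate 1 or 3 of shRNA RUS on day 5; in the other 13 alternatives they differed. For *Kcna1* on day 7, the paper's value is 0.86 (standard error 0.35) and the value here is 0.49. The difference was within the error with a pseudocount of 0.01, under quantile normalization, and without replicate 1 or 2 of shRNA CON or replicate 1 or 4 of shRNA RUS on day 7, and beyond it in the other 10 of 16. For *Bin1* on day 7, the paper's value is 0.53 (standard error 0.059) and the value here is 0.45, within the error only without replicate 2 of shRNA RUS on day 7, and beyond it in the other 16.

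The paper's counts of changed genes on day 5 equal those of the authors' deposited table at an adjusted p under 0.1, 4978 higher and 4586 lower; at the threshold of 0.05 that the paper's methods and a legend give, the authors' deposited table holds 4520 and 3993. With a statistic beyond 2 in addition, it holds 4939 and 4532 at 0.1. On day 7, the authors' deposited table holds 6264 and 6043 at 0.05, 6685 and 6589 at 0.1, and 6595 and 6479 at 0.1 with a statistic beyond 2, and the paper's counts are 6623 and 6456. Of the 66 targets, 53.0% on day 5 and 77.3% on day 7 had an adjusted p under 0.05 in the authors' deposited table, and 54.5% and 78.8% had one under 0.1.

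The paper states by RT-qPCR that *RUS* was reduced; in the RNA-seq, *Gm20754* was not called on either day (limma adjusted p = 0.519 and 0.114). It was called on day 7 with the replicate block and without replicate 1 of shRNA RUS. The paper's text states that *Slitrk3* was reduced, without naming the day, and Table S3 lists it among the genes lower on day 5; here it was called lower on day 5 and had a log2 fold change of 0.17 without a call on day 7.

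The paper states that *Neurog2* and *Neurod1* were reduced; both were called on day 7 and not on day 5, where the log2 fold changes were −0.17 and −0.30. It places *Shh*, *Neurog2* and *Neurod1* among the most affected genes of Fig 3C; on day 7 *Camk2a* lay between *Neurog2* and *Neurod1*. The paper states that Notch signaling increased; of its target genes, *Hes1*, *Hes5*, *Hey1* and *Heyl* were called lower on day 7 and *Hey2* higher.

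The paper describes *Arid1b*, *App* and *Kcna1* as repressed on day 5; none was called lower on that day in any setting, and the values were −0.0050, 0.18 and −0.33. It describes *Kcna1* and *Kcna5* among the genes activated on day 7. In limma, *Kcna1* was not called in any setting, and *Kcna5* was called under quantile normalization and without replicate 3 of shRNA CON. The authors' deposited table has both genes higher on day 7, with a DESeq2 adjusted p of 0.0314 for *Kcna1* and 0.0326 for *Kcna5*. The paper counts *Fbxl17* among the factors reduced. In limma it was not called on either day, but was called on day 5 with TPM as deposited, with the replicate block, and without replicate 1 of shRNA CON or replicate 4 of shRNA RUS. The authors' deposited table has *Fbxl17* lower on both days, with a DESeq2 adjusted p of 2.79e-04 on day 5 and 0.0335 on day 7. *Fgf9*, which the paper describes as affected, was not called in any setting on either day. *Mapre3*, *Arid1b* and *Dclk2* were called on day 7 and not on day 5; *Mapre3* was called on day 5 with TPM as deposited and under quantile normalization. *Kcna1*, in the same group, was called on neither day.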

Other observations

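The tests of the base content of 3′ UTRs, of the fitted shift outside the 3′ UTR, of an endogenous microRNA and of the scaling of Notch targets were chosen only after the result was seen; the other tests here were written down before.

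Other splits of the same libraries were fitted with the same tests. On each day, the real split was the only 1 of 35 that gave as many called genes, and the only 1 of 35 that gave as many called targets; the next largest count of genes was 66 on day 5 and 5 on day 7. For the change between the days in shRNA CON, it was also the only 1 of 35. The number of called lists was reached by 4 of 35 splits on day 5 and by 2 of 35 on day 7, but the other splits that reached it put 3 libraries of one shRNA with 1 of the other on each side and so keep part of the difference between the shRNAs; splits with 2 of each on both sides called at most 4 lists on day 5 and 3 on day 7, against 8 and 10. For the 3 cell-cycle lists, the real split was the only 1 of 35 with a median as far from all genes.

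With TPM as deposited, most genes were lower in shRNA RUS on day 5, with a median log2 ratio of −0.155 over the genes used for the library factors. A few genes that take most of the TPM could lower all others. Without the genes of a mean of at least 1000 TPM, the median was −0.116, so these genes do not account for most of the shift. A difference in total RNA per cell that is shared by all genes cancels in TPM, so it cannot give this shift. The cause of the shift stays open.

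A bias by gene length was tested by removing the trend of the log2 fold change on length: 88.5% of the calls remained on day 5 and 94.4% on day 7. The mature neuron list on day 5, with a median log2 fold change of −0.107, lay within lists matched on expression and length (−0.244 to 0.072), and on day 7, at 0.268, above them (−0.184 to 0.257).

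The fibroblast and vascular list was at −0.045 relative to all genes on day 5 (camera adjusted p = 0.486) and 0.31 on day 7 (0.430); fry called it on both days.

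In the RNA-seq, the putative targets were called no more often than genes matched on expression (p = 0.6824 on day 5 and p = 0.1771 on day 7, permutation over random lists). Binding of *RUS* near a gene is thus not needed to reach these shares; an excess smaller than the range of the random lists could not have been detected. The share of targets whose correlation with *Gm20754* had the sign opposite to their log2 fold change was 68.8% on day 5 against 70.3% in random lists (p = 0.6786) and 95.5% against 90.9% on day 7 (p = 0.1479). The difference between the groups was tested as a source of these signs. With the group means removed, 87.9% of the targets kept the sign of r on day 5. This cannot exclude that difference on day 5. There, replicate 4 of shRNA RUS had the highest *Gm20754* (0.32 TPM) and lay shifted towards shRNA CON (by 0.265 of the difference). On day 7, 59.1% kept the sign, which allows signs set in part by that difference, though not for *Arid1b* (−0.815) and *App* (−0.655).

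The Notch receptors rose on day 7 while *Hes1*, *Hes5* and *Hey1* fell. Among the scalings run, the value nearest to 0 of these 3 genes was −0.345, for *Hey1* with TPM as deposited; as the library factors of day 7 lie between 0.990 and 1.01, this comparison could not have come out otherwise and settles nothing. What links the changes was not tested.

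A scan of 15811 words of 7 bases in the 3′ UTRs of 12592 genes asked which word goes most with lower genes. On both days it was CCTGGAT, found in 1577 genes, with scores of −17.4 on day 5 and −12.6 on day 7; the lowest word that shares no overlap with it had −6.25 and −4.63, and the word's rank on the other day was 1 in each case (value 1 of the test written before, for a microRNA-like effect of one shRNA seed on 3′ UTRs). In 10 of 10 simulations with a shift of −0.20 for a word, the scan ranked that word first, and the lowest score of an unchanged word was −4.17. Of the genes called lower on day 5, 51% hold a site (CTGGAT or longer) against 34.7% of all genes in the scan. On day 7 the share was 36.6%. Among genes without a site, 18.3% were called lower on day 5 and 34.4% on day 7. Measured against these rates, genes with a site had an excess of 766 genes called lower on day 5, or 24.9% of those lower. On day 7 the excess was 130 genes or 2.9%. These excesses, and the shifts given next, were not adjusted for length or base content. In a fit with lengths and base content, genes with CCTGGAT in the 3′ UTR were shifted by −0.257 on day 5 and −0.249 on day 7. The smaller excess on day 7 therefore does not show a smaller shift of these genes on that day. Without any site were 1506 genes called lower and 2279 called higher on day 5, and 2827 and 3006 on day 7. The shift followed the length of the match on day 5: −0.36 for CCTGGATA, −0.22 for CCTGGAT, −0.25 for CTGGATA and −0.14 for CTGGAT, relative to genes without a site (permutation p = 0.001 each, the smallest that 1000 resamples give). On day 7 the shifts were −0.20, −0.049, −0.10 and −0.013 (permutation p = 0.001, 0.007, 0.001 and 0.349).

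The base content or length of the 3′ UTR could give such a pattern. Among the other words of the same bases, the lowest score was −9.52 on day 5 and −7.46 on day 7, which by the rule as first written is near enough to leave this open; that word, CTGGATC, shares 6 bases with the site. Without words that share 6 bases, the lowest scores were −5.17 and −4.63, far from those of CCTGGAT. An effect confined to the 3′ UTR should be absent where the word lies elsewhere in the transcript. By the rule written before, the 1968 genes with the word only outside the 3′ UTR were at −0.162 on day 5, against −0.312 for the word in the 3′ UTR. This speaks against an effect confined to the 3′ UTR on that day, but not against one that is weaker elsewhere in the transcript. On day 7 the values were 0.007 against −0.065. In a fit with lengths and base content, the shift outside the 3′ UTR was −0.079 (SE 0.008) on day 5 and −0.077 (SE 0.011) on day 7, against −0.257 (SE 0.011) and −0.249 (SE 0.015) within it.

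A candidate explanation is a microRNA-like effect of the guide strand of shRNA RUS on transcripts other than *RUS*. The longer annotated transcript of *Gm20754* (1357 nt) holds CCTGGATA at positions 911 to 918, which an shRNA against it could match, and the shorter (428 nt) does not hold it; the transcripts of *RUS* hold 2.31% of all words of 8 bases, so such a match is uncommon by chance; it was looked for after the word was known. The sequence of the shRNA was not analysed here. An endogenous microRNA with the same seed, induced in the cells with shRNA RUS, cannot be told apart from the shRNA by these libraries, since the 2 predict the same genes. The cell-cycle lists do not rest on genes that themselves hold a site: without these, the S phase list was at −0.82 on day 5, against −0.78 with them. An indirect effect on cell-cycle genes, through other genes that hold a site, was not tested and stays open. The paper states that the shRNA was selected for no predicted off-targets and that expression of *RUS* largely restored the number of cells positive for β-tubulin III; RNA-seq of that rescue was not used here. This hypothesis was found and tested on the same data.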
